# Analysis of the transcriptional responses in inflorescence buds of *Jatropha curcas* exposed to cytokinin treatment

**DOI:** 10.1186/s12870-014-0318-z

**Published:** 2014-11-30

**Authors:** Mao-Sheng Chen, Bang-Zhen Pan, Gui-Juan Wang, Jun Ni, Longjian Niu, Zeng-Fu Xu

**Keywords:** Cytokinin, Flowering, Physic nut, Phytohormone, Woody plant, Microarray

## Abstract

**Background:**

*Jatropha curcas* L. is a potential biofuel plant. Application of exogenous cytokinin (6-benzyladenine, BA) on its inflorescence buds can significantly increase the number of female flowers, thereby improving seed yield. To investigate which genes and signal pathways are involved in the response to cytokinin in *J. curcas* inflorescence buds, we monitored transcriptional activity in inflorescences at 0, 3, 12, 24, and 48 h after BA treatment using a microarray.

**Results:**

We detected 5,555 differentially expressed transcripts over the course of the experiment, which could be grouped into 12 distinct temporal expression patterns. We also identified 31 and 131 transcripts in *J. curcas* whose homologs in model plants function in flowering and phytohormonal signaling pathways, respectively. According to the transcriptional analysis of genes involved in flower development, we hypothesized that BA treatment delays floral organ formation by inhibiting the transcription of the A, B and E classes of floral organ-identity genes, which would allow more time to generate more floral primordia in inflorescence meristems, thereby enhancing inflorescence branching and significantly increasing flower number per inflorescence. BA treatment might also play an important role in maintaining the flowering signals by activating the transcription of *GIGANTEA* (*GI*) and inactivating the transcription of *CONSTITUTIVE PHOTOMORPHOGENIC 1* (*COP1*) and *TERMINAL FLOWER 1b (TFL1b*). In addition, exogenous cytokinin treatment could regulate the expression of genes involved in the metabolism and signaling of other phytohormones, indicating that cytokinin and other phytohormones jointly regulate flower development in *J. curcas* inflorescence buds.

**Conclusions:**

Our study provides a framework to better understand the molecular mechanisms underlying changes in flowering traits in response to cytokinin treatment in *J. curcas* inflorescence buds. The results provide valuable information related to the mechanisms of cross-talk among multiple phytohormone signaling pathways in woody plants.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-014-0318-z) contains supplementary material, which is available to authorized users.

## Background

*Jatropha curcas* L. (Euphorbiaceae) is a perennial bush or small tree that is widely cultivated in tropical and subtropical climates. The oil content of *J. curcas* seeds is 30–40%, and *J. curcas* grows well on marginal lands, avoiding competition with food production. Thus, *J. curcas* is a potential biofuel plant [1,2]. However, its potential as a biofuel plant is limited by its poor seed yield [3]. Research into the biological and genetic factors that contribute to seed production in *J. curcas* is necessary for genetic improvement by conventional and molecular breeding approaches [4-6]. *J. curcas* is a monoecious plant with unisexual flowers: both male and female flowers are borne on the same racemose inflorescence. Each inflorescence has approximately 15 female flowers and 13 pieces of fruit under normal growth conditions [7]. Therefore, to improve the seed yield of *J. curcas*, generating sufficient female flowers is crucial. A previous study [7] applied exogenous cytokinin (6-benzyladenine, BA) to *J. curcas* inflorescence buds and obtained a 9.4-fold increase in the number of female flowers per inflorescence and a 2.3-fold increase in seed yield, providing a promising strategy for improving the seed yield of *J. curcas*.

Cytokinins are an important class of phytohormones that were first discovered to promote cell division in tobacco tissues in 1955 [8]. Cytokinins are involved in many important aspects of plant growth and development, e.g. promoting vascular cambium activity, controlling organ development, and regulating shoot and root branching, as well as responding to biotic and abiotic stresses [9-11]. They also play important roles in maintaining the activity and function of the shoot apical meristem (SAM) [9,12]. The SAM comprises a small population of dividing cells located at the shoot tip, and is responsible for the initiation of all the aerial parts of plants, including the reproductive organs [13]. At least three possible pathways have been identified for maintaining the homeostasis of stem cells, which is necessary for meristem activity in *Arabidopsis* [14]. A number of genes, such as *SHOOT MERISTEMLESS* (*STM*), *WUSCHEL* (*WUS*), *CLAVATA* (*CLV*), *LONELY GUY* (*LOG*), *AINTEGUMENTA* (*ANT*), *ANT-like 6* (*AIL6*), *ANT-like 7* (*AIL7*), are involved in this process [14-22].

*KNOTTED1-like homeobox* (*KNOXI*) increases cytokinin biosynthesis by promoting the expression of *ISOPENTENYL TRANSFERASE* (*IPT*), which encodes a rate-limiting enzyme in cytokinin biosynthesis. The application of exogenous cytokinin or the expression of a cytokinin biosynthesis gene rescued a *stm* mutant [22,23]. WUS directly represses the expression of *ARABIDOPSIS RESPONSE REGULATOR 5, 6, 7,* and *15 (ARR5, 6, 7, and 15)*, which are negative regulators in the cytokinin signaling pathway, and cytokinin signaling activated the expression of *WUS* through both CLV-dependent and CLV-independent pathways [24-26]. LOG catalyzes the final step of cytokinin biosynthesis within the rice meristem, and *log* mutants have defects in shoot meristem function, showing small panicles, and abnormal floral organs and branching patterns [22]. Cytokinin oxidase/dehydrogenase (CKX) catalyzes the degradation of cytokinin to regulate the activity of reproductive meristems in *Arabidopsis*. A *ckx3ckx5* double mutant produced larger inflorescences and floral meristems, and had an approximately 55% higher seed yield [27,28]. In rice, a mutant with a reduced expression of *OsCKX2* accumulated cytokinin in inflorescence meristems, which contributed to an increased number of spikelets and reproductive organs [29]. Therefore, endogenous cytokinins are assumed to promote the size of reproductive meristems and the number of reproductive organs by initiating more floral primordia in the SAM [28]. In addition, cytokinins influence the switch from the vegetative to the reproductive phase and are involved in the regulation of floral development [30-34]. The application of cytokinin promoted *Arabidopsis* flowering by activating *TWIN SISTER OF FT* (*TSF*), *FD*, and *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1* (*SOC1*). By contrast, *FLOWERING LOCUS T* (*FT*) was not required, suggesting that *FT* and *TSF* belong to distinct floral signal pathways that respond to different environmental and internal signals [11].

Our previous study showed that exogenous application of BA significantly increased the total number of flowers and the proportion of female flowers in *J. curcas* [7]. To understand the molecular mechanism of cytokinin action in *J. curcas* inflorescence buds, we analyzed the dynamic changes in gene expression at different time points after BA treatment using a microarray. Differentially expressed genes involved in the metabolism and signaling of cytokinin and other phytohormones, flowering and floral organ development, and cell division were identified. Our results provide a basis for determining the mechanism of cytokinin action on floral development in *J. curcas*.

## Results and discussion

### Effects of 6-benzyladenine (BA) on flowering and fruiting in *J. curcas*

The application of BA changed the flowering characteristics of *J. curcas* and remarkably increased the number of female flowers to improve seed yield [7]. To select a suitable concentration of BA for this study, we treated *J. curcas* inflorescence buds with 0, 0.5, 1.0, 2.0, or 4.0 mM of BA, and then surveyed the total flower number, female flower number, ratio of female to male flowers, fruit number, fruiting rate, seed number, seed yield, weight of 100 seeds, and seed oil content per inflorescence. We confirmed that the application of BA is an effective way to significantly increase the number of female flowers and fruits, resulting in an increased seed yield in *J. curcas* (Figures 1 and 2). The total flower number, female flower number, ratio of female to male flowers, fruit number, seed number, and seed yield all increased with BA concentration from 0.5 to 4.0 mM, while the fruiting rate, weight of 100 seeds, and seed oil content decreased (Table 1). The numbers of female flowers, fruits, and seeds per inflorescence were 7.7-, 4.4-, and 4.0-fold higher, respectively, in the 4.0 mM BA treatment than in the control. As shown in Figure 3, 1.0 mM BA was a transition point in the biological response, and therefore was selected for use in subsequent experiments. Indeed, the effect of a single 1.0 mM BA treatment employed in this study was similar to that of three consecutive treatments at 1-day intervals with 160 mg/L (0.71 mM) BA [7]: both resulted in a 2.3-fold increase in final seed yield (Table 1).

**Figure 1:**
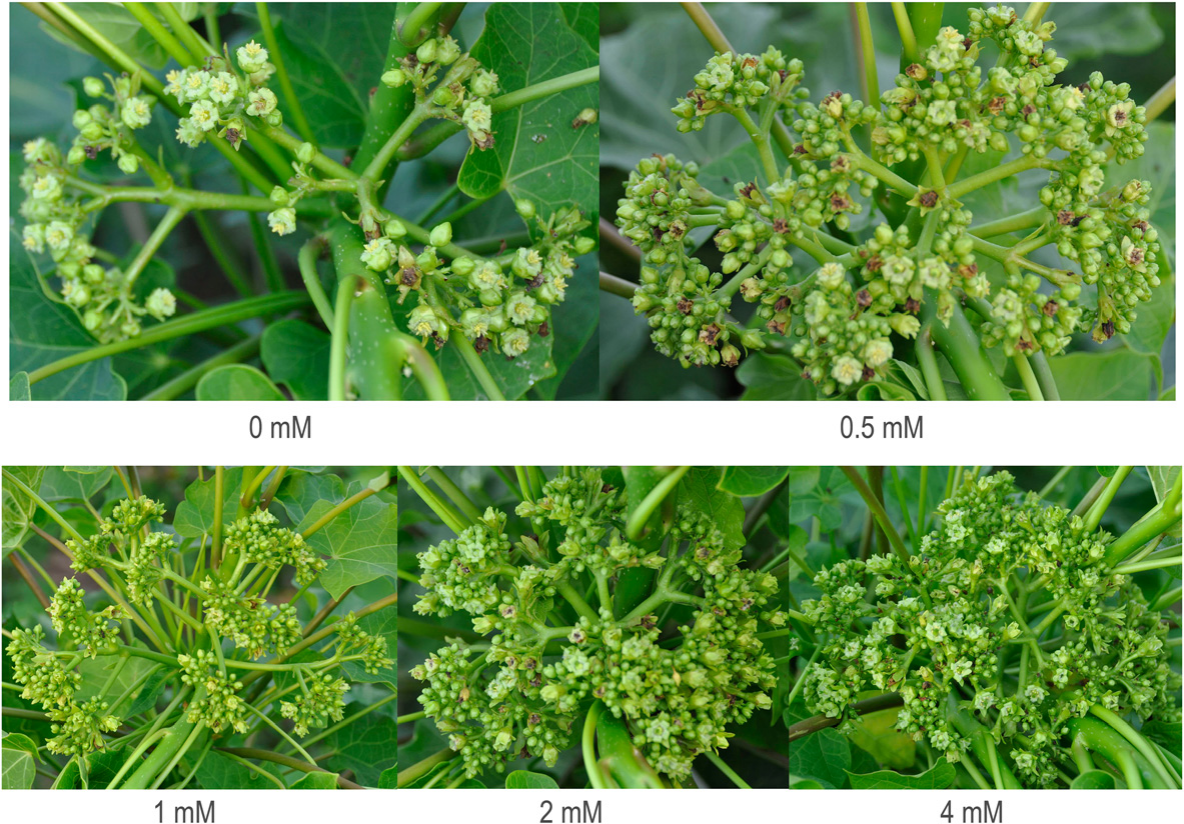
**Effects of 6-benzyladenine (BA) on flower development in** ***J. curcas.*** Each *J. curcas* inflorescence bud was treated with a solution of BA (0, 0.5, 1.0, 2.0, or 4.0 mM). Each group included 30 inflorescence buds.

**Figure 2:**
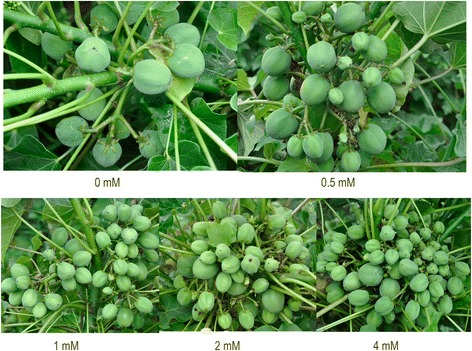
**Effects of 6-benzyladenine (BA) on fruit development in** ***J. curcas.*** Each *J. curcas* inflorescence bud was treated with a solution of BA (0, 0.5, 1.0, 2.0, or 4.0 mM). Each group included 30 inflorescence buds.

**Table 1:** **Effects of 6-benzyladenine (BA) treatment on flowering and fruiting in** ***J. curcas***

**Concentration of BA (mM)**	**Number of flowers/inflorescence**	**Number of females/inflorescence**	**Ratio of female to male**	**Number of fruits/infructescence**	**Fruiting rate (%)**	**Number of seeds/infructescence**	**Weight of 100 seeds (g)**	**Yield/infructescence (g)**	**Oil content (%)**
0	207.1 ± 72.4	12.9 ± 4.5	0.1 ± 0.0	8.4 ± 3.2	66.7 ± 16.6	23.6 ± 9.6	77.0 ± 4.1	18.3 ± 6.8	38.0 ± 2.5
0.5	553.2 ± 189.0**	68.9 ± 34.4**	0.1 ± 0.1	30.0 ± 12.8**	46.7 ± 12.0**	84.5 ± 41.2**	66.1 ± 6.3	54.2 ± 23.8**	37.3 ± 2.5
1.0	612.7 ± 303.3**	92.3 ± 30.1**	0.2 ± 0.1*	40.7 ± 12.6**	43.0 ± 12.7**	99.6 ± 34.7**	62.1 ± 5.3	60.5 ± 17.0**	35.6 ± 3.5*
2.0	643.5 ± 394.4**	98.3 ± 33. 7**	0.3 ± 0.2*	39.6 ± 14.9**	43.4 ± 12.3**	104.6 ± 37.9**	59.9 ± 5.2**	61.9 ± 20.6**	34.5 ± 3.2**
4.0	789.1 ± 635.6**	111.8 ± 44.6**	0.3 ± 0.2**	45.0 ± 14.9**	45.4 ± 14.8**	118.6 ± 45.7**	59.0 ± 4.9**	69.0 ± 24.5**	34.3 ± 3.7**

Each treatment includes 30 inflorescences.

*indicates significantly different at *P* ≤0.05.

**indicates significantly different at *P* ≤0.01.

**Figure 3:**
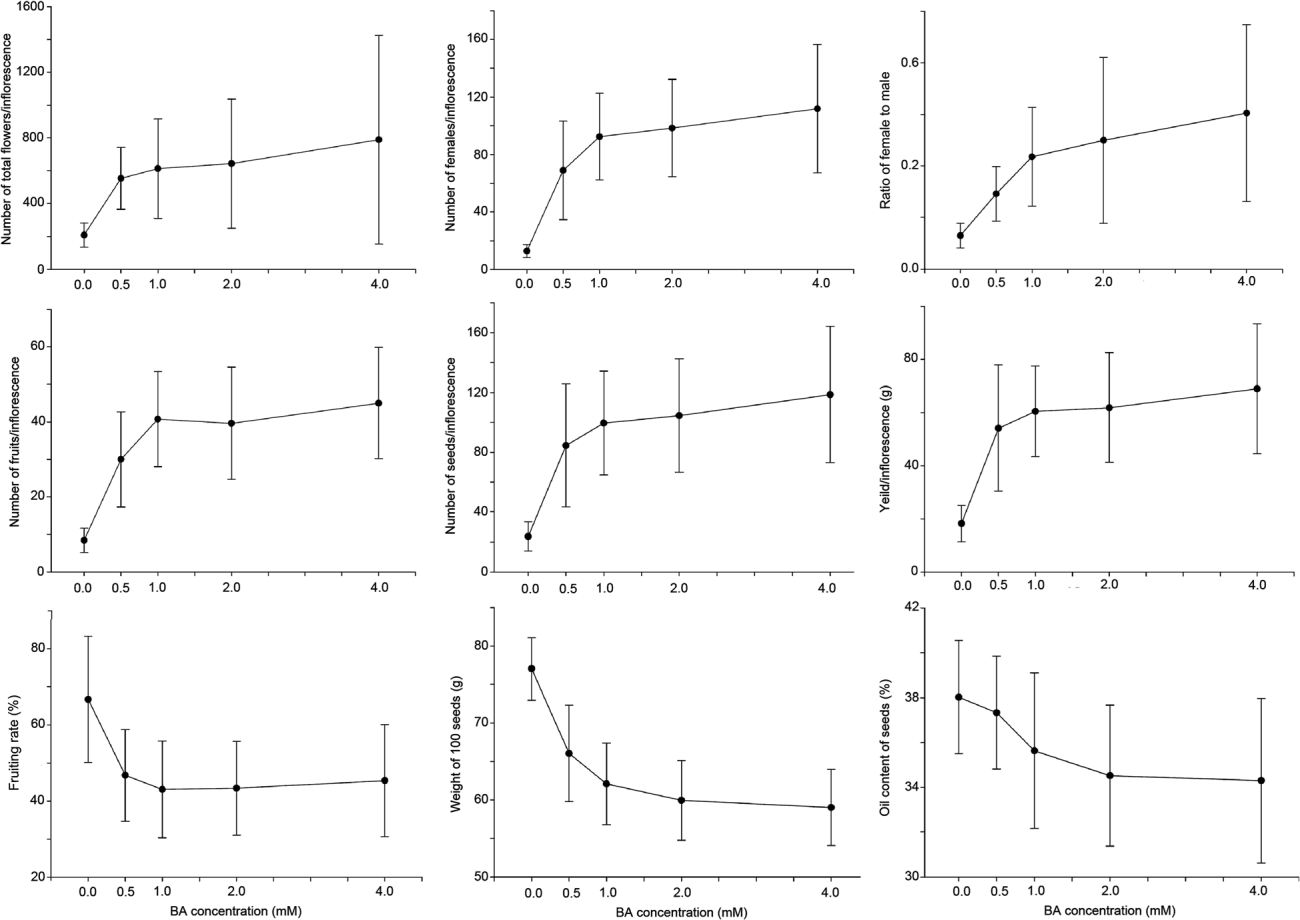
**Effects of 6-benzyladenine (BA) on flowering and fruiting in** ***J. curcas.*** Values are provided as means ± standard deviations (n = 30).

### Differentially expressed genes in response to the application of BA on inflorescence buds

To identify genes that responded to the application of BA, we designed 41,651 sequence-specific oligonucleotide probes representing 20,555 transcripts to monitor the transcription levels of genes in inflorescence buds at 0, 3, 12, 24, and 48 h after BA treatment using a microarray. 

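The array measurement covered inflorescence buds sprayed with 1.0 mM 6-benzyladenine (BA), a synthetic cytokinin, and collected at 5 time points (0, 3, 12, 24 and 48 h), with 3 biological replicates at each time point and 15 arrays in all. Only buds sprayed with BA were measured, so each value is a change from the 0-h time point. Cy3-labelled cRNA was hybridised to 1-colour Agilent arrays, and the authors extracted spot intensities with Agilent's Feature Extraction software, which subtracts the background and removes trends within each array. The intensities of the 41651 probes were analysed here as log2 values minus the 75th percentile of each array, which lay between 12.31 and 12.85 on the log2 scale. Spots marked as outliers by the scanner software were left out, between 39 and 162 per array, and the 10 spots of each of 236 repeated probes were averaged. Between 79.0% and 84.0% of the probes were well above background on each array, and no spot was saturated. The median number of such probes was 34315 at 0 h, 34286 at 3 h, 34285 at 12 h, 34390 at 24 h and 34603 at 48 h. The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.13.
The 34469 probes that were well above background on all 3 arrays of at least 1 time point were tested with limma 3.58.1, with Benjamini-Hochberg adjustment over all of them. A probe counted as higher or lower than at 0 h where the adjusted p of limma's moderated test was at most 0.05 and the change at least 2-fold. For the values of single genes under the alternatives, passing the threshold or losing a call refers to the adjusted p alone. Where a probe was not well above background on any of the 3 arrays of a time point, its change is given as at least N-fold, against the lowest signal among the probes well above background on each array. In an exact permutation test of 3 arrays against 3, the smallest two-sided p is 0.10, which is reached wherever the arrays of the 2 time points do not overlap.
Slide 1 held the 0-h arrays and 3 h replicate 1, slide 2 the other 3-h arrays and 12 h replicates 1 and 2, slide 3 the remaining 12-h array and the 24-h arrays, and slide 4 the 48-h arrays. Slide 1 was scanned 6 days before the others. With slide as a random block, the correlation within slides was 0.0669, and 3012 of the 3115 probes called at 12 h were still called. At 3, 24 and 48 h, 863 of 893, 933 of 1097 and 772 of 931 calls remained under that random block. In a fit with scan day as a fixed block, 3 h replicate 1 alone links the 0-h arrays to the later time points, and the median standard error at 12, 24 and 48 h rose to 0.23. Under that block 1783 of 3082 calls at 12 h, 98 of 1079 at 24 h and 127 of 917 at 48 h remained, while the median log2 fold change of these probes was 98.6%, 105.8% and 106.6% of its value without the block. A fixed block for slide, which leaves 48 h without a value, left 1570 of 3082 calls at 12 h and 1 of 1079 at 24 h, with a median standard error at 24 h of 0.28.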

10,569 probes representing 5,555 transcripts changed significantly during the time course (Additional file 1). 

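Of the 34469 probes tested, 19385 changed over the time course at an adjusted p of at most 0.05 in limma's moderated F test across the 5 time points. Of these, 4562 also differed at least 2-fold from 0 h at 1 or more time points. The alternative that moved the first count most was normexp background correction, with 8252 probes changed over the time course. Slide as a fixed block gave 10432 probes. An F test per probe that gives each time point a spread of its own, chosen after the data were seen, counted 10113. With each array left out in turn, the moderated F test counted between 16824 and 19443 probes. Probes were counted here, not transcripts.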

More transcripts were upregulated in inflorescence buds than were downregulated, except at the 12-h time point, when the greatest overall number of transcripts were differentially expressed among all the time points (Figure 4), indicating that this was an important phase in the response to exogenous cytokinin. Moreover, these differentially expressed transcripts (about 27%) were annotated into 32 gene ontology (GO) categories, as defined by various molecular functions and biological processes (Figure 5), indicating that determining the molecular mechanisms involved in the response to exogenous cytokinin in inflorescence buds will be difficult.

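At 3 h after BA treatment, 584 probes were higher and 309 lower than at 0 h. The numbers were 1207 higher and 1908 lower at 12 h, 753 and 344 at 24 h, and 649 and 282 at 48 h. Higher probes thus made up 65.4%, 38.7%, 68.6% and 69.7% of the probes called at the 4 time points. Without the 2-fold threshold, 4178, 11810, 5015 and 4756 probes passed.
The split between higher and lower probes held under the other scalings between arrays. With a median shift, quantile normalization and the authors' log2 table, 38.8%, 40.0% and 40.3% of the probes called at 12 h were higher. Under each of them more probes were higher than lower at 3, 24 and 48 h. The split moved when scaling was left out and when the background correction was changed. With no scaling between arrays, where the median of all probes shifted by 0.11, 0.26, 0.19 and 0.32 (log2) from 0 h, 81.4%, 59.7%, 88.5% and 91.5% of the called probes were higher, so that more probes were higher than lower at 12 h too (2004 against 1353). With normexp background correction, where the median shifted by -0.22, -0.20, -0.12 and -0.22, the shares were 47.4%, 19.9%, 38.9% and 37.2%, so that fewer probes were higher than lower at every time point. The 12-h time point had the largest number of called probes with the 75th percentile scaling, with no scaling and with normexp background correction. The counts at 24 and 48 h also moved with single arrays. Without 0 h replicate 2, 470 probes were higher and 97 lower at 24 h, and 422 and 160 at 48 h. Without 24 h replicate 3, the numbers at 24 h were 417 and 115, and without 48 h replicate 3 those at 48 h were 346 and 86. The number of lower probes at 24 h was 560 without 24 h replicate 1 and 205 without 24 h replicate 2. In each of these cases more probes were higher than lower at 24 and 48 h.

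**Figure D1:**
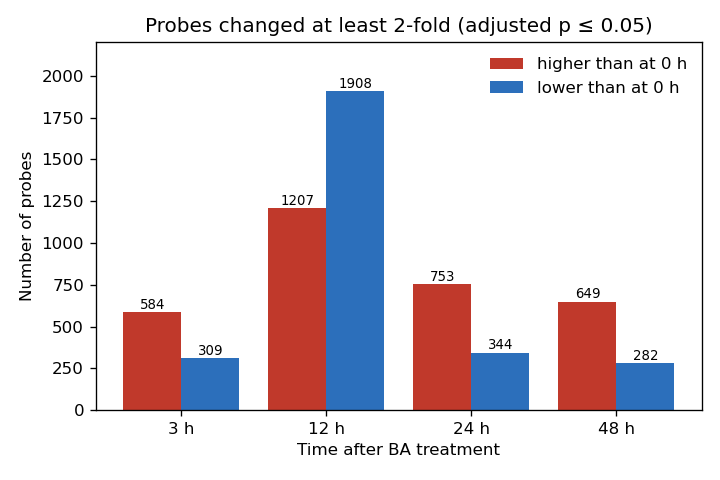
Number of probes at least 2-fold higher (red) or lower (blue) than at 0 h with an adjusted p of at most 0.05, by time after BA treatment (3, 12, 24 and 48 h). With the 75th percentile scaling used here, the lower probes outnumber the higher ones at 12 h alone. The same holds with a median shift, quantile normalization and the authors' log2 table. With no scaling between arrays the lower probes do so at no time point, and with normexp background correction at all of them.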

**Figure 4:**
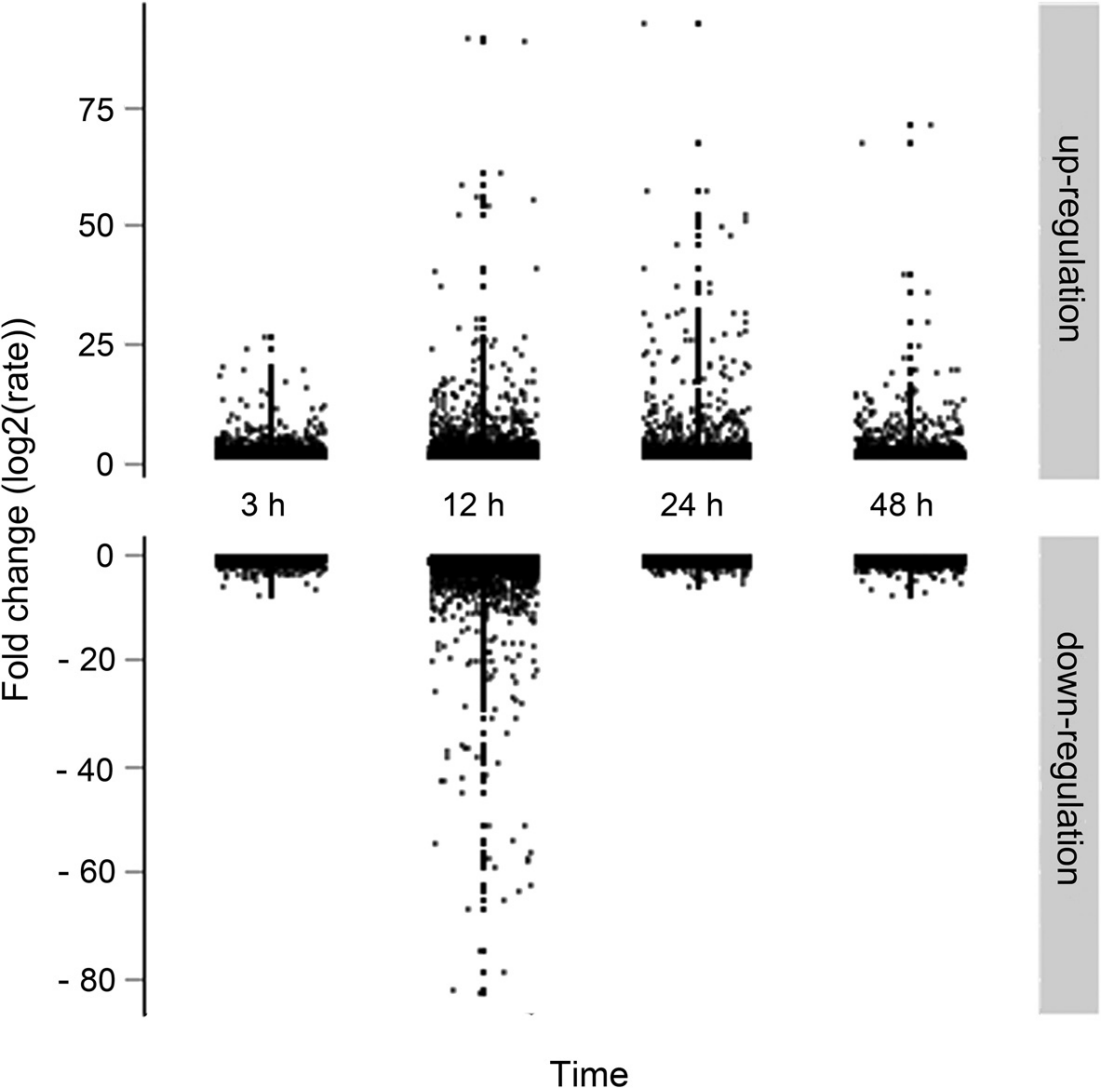
**Distribution of differentially expressed transcripts at 3-h, 12-h, 24-h, and 48-h time points after 6-benzyladenine (BA) treatment in** ***J. curcas.***

**Figure 5:**
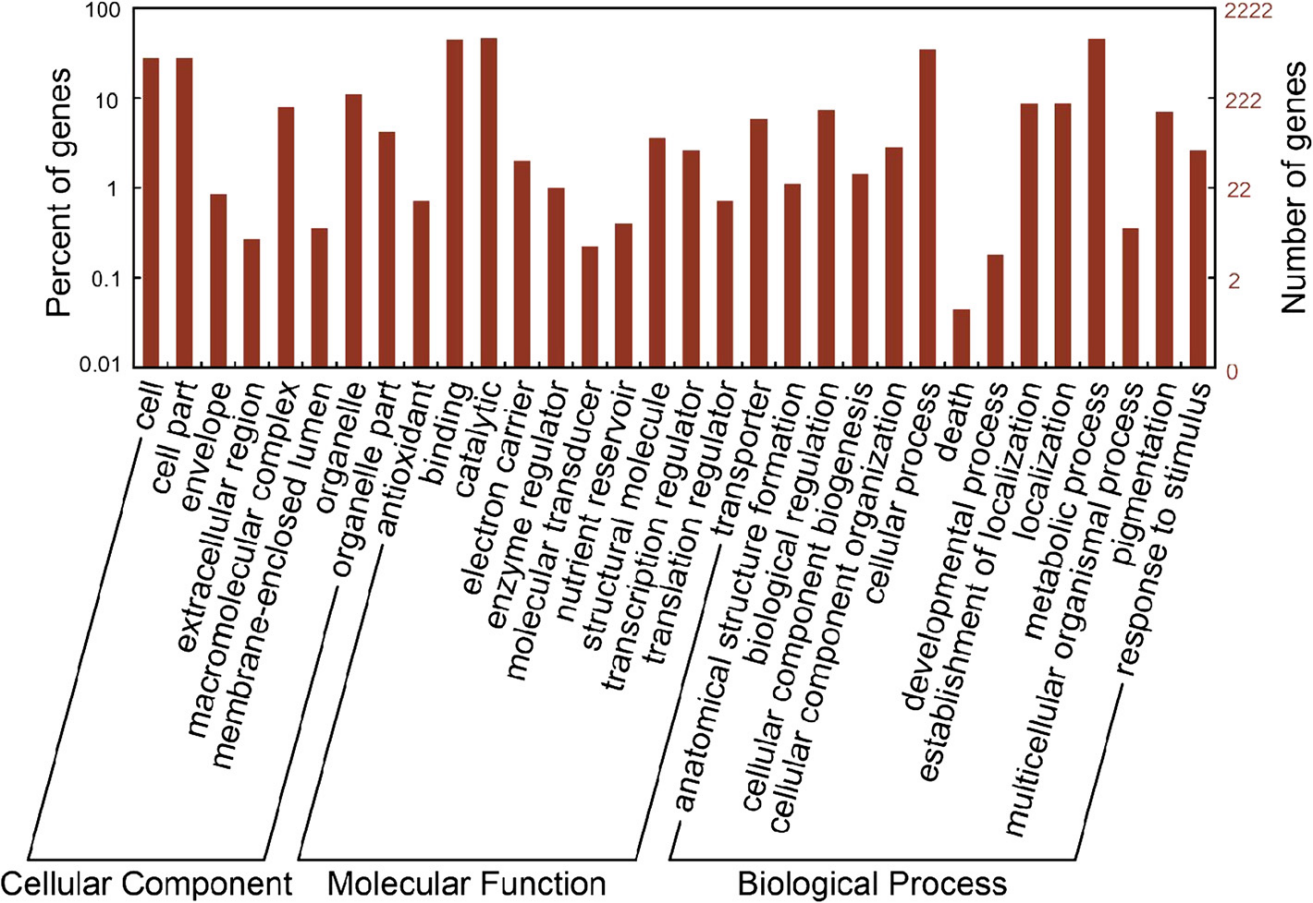
**Gene ontology categories of differentially expressed transcripts after 6-benzyladenine (BA) treatment in** ***J. curcas.*** 5,555 differentially expressed transcripts were annotated into 32 gene ontology categories in three main categories: biological process, cellular component, and molecular function.

### Expression profiles of the differentially expressed genes in response to BA treatment

To gain further insights into the genetic and biological processes involved in the response to BA application, the transcripts were clustered into 12 sets that represented distinct temporal expression patterns (Figure 6 and Additional file 2). Among these patterns, clusters 2 and 5 were upregulated and cluster 1 was downregulated at the 3-h time point, suggesting that these genes were induced early in the response to cytokinin; examples include calcium ion binding protein (CUST_18202), gibberellin 20-oxidase (CUST_5901), and gibberellin receptor GID1 (CUST_19936), respectively. 

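The 4562 probes that changed over the time course and at least 2-fold were divided into 12 profile groups by hierarchical clustering of their time point means, with average linkage and 1 minus the Pearson correlation as distance. These groups are not the 12 clusters of the paper, whose settings the paper's text does not name. The largest group held 1835 probes, whose mean log2 change from 0 h was -1.88 at 12 h. The next held 703 probes with a mean log2 change of 1.71 at 12 h, 450 probes with 1.61 at 3 h, 426 probes with 1.93 at 24 h and 357 probes with 1.77 at 48 h. Groups that lay farthest from 0 h at 12 h took up 58.3% of the probes. Clustered after scan day had been fitted as a fixed block, that share was 46.4%, the lowest of all settings, and with normexp background correction it was 73.9%, the highest. With each array left out in turn, it lay between 49.5% and 69.5%.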

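The calcium ion binding protein probe CUST_18202 had a log2 fold change at 3 h of -0.44 (standard error 0.08, adjusted p = 0.00362) from limma's moderated test, and each of its 3 arrays at 3 h lay below those at 0 h. With no scaling between arrays, the value was -0.29 and no longer past the threshold. The gibberellin 20-oxidase probe CUST_5901 rose from -6.62 ± 1.07 (SD, n = 3) at 0 h, where 2 of 3 arrays were well above background, to -3.70 ± 0.39 (SD, n = 3) at 3 h, a log2 fold change of 2.92 (standard error 0.58, adjusted p = 0.00693). Normexp background correction lowered this change to 0.88, no longer past the threshold. The gibberellin receptor GID1 probe CUST_19936 had a log2 fold change of 0.90 (standard error 0.20, adjusted p = 0.0125) at 3 h and of -0.78 (adjusted p = 0.00918) at 12 h. Its 3-h change no longer passed the threshold with normexp background correction (0.45), with slide as a fixed block (1.07) or without 3 h replicate 1 (0.81). Its 12-h change no longer passed with slide (-0.36) or scan day (-0.52) as a fixed block. Over all tested probes, 433 of the 893 called at 3 h were called at no later time point.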

The expressions of genes in clusters 4, 6, 9, 10 and 11 changed significantly from the 3-h to 24-h time points, indicating that significant transcriptional regulation occurred during this phase. 

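Between 3 h and 12 h, 1312 probes rose and 2382 fell at least 2-fold at an adjusted p of at most 0.05. Between 12 h and 24 h, 1401 rose and 649 fell. Of the 3694 probes called from 3 h to 12 h, 1623 were called again from 12 h to 24 h in the opposite direction. Among the 4562 probes that changed at least 2-fold over the time course, the step from 3 h to 12 h was the largest for 2450 (53.7%), that from 12 h to 24 h for 774, that from 24 h to 48 h for 677 and that from 0 h to 3 h for 661. With each array left out in turn, these largest-step counts lay between 2137 and 2736, 713 and 841, 598 and 750, and 516 and 801. Their values under the other alternatives are not listed here. The number of probes changed from 12 h to 24 h moved most with normexp background correction, to 1362.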

Gene expression in clusters 7 and 8 changed distinctly from the 3-h to 12-h time points and remained constant until the 48-h time point. Moreover, the expression profiles of clusters 3 and 12 changed obviously between the 24-h and 48-h time points, suggesting that they might represent downstream genes in the BA response pathway.

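Of the probes called from 3 h to 12 h, 1959 were not called at either later step. Among these, 145 also differed from 0 h, in the direction of the step, at both 24 h and 48 h. Probes called at 12, 24 and 48 h in the same direction numbered 222. By contrast, 2154 of the 3115 probes called at 12 h were called at no other time point.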

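From 24 h to 48 h, 256 probes rose and 480 fell at least 2-fold at an adjusted p of at most 0.05, and 508 of these 736 were not called at either earlier step from 3 h on. Against 0 h, 402 probes were called at 48 h alone. The number of probes changed from 24 h to 48 h was 3 with normexp background correction, 429 over probes well above background on all 15 arrays, and 474 without 24 h replicate 2.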

**Figure 6:**
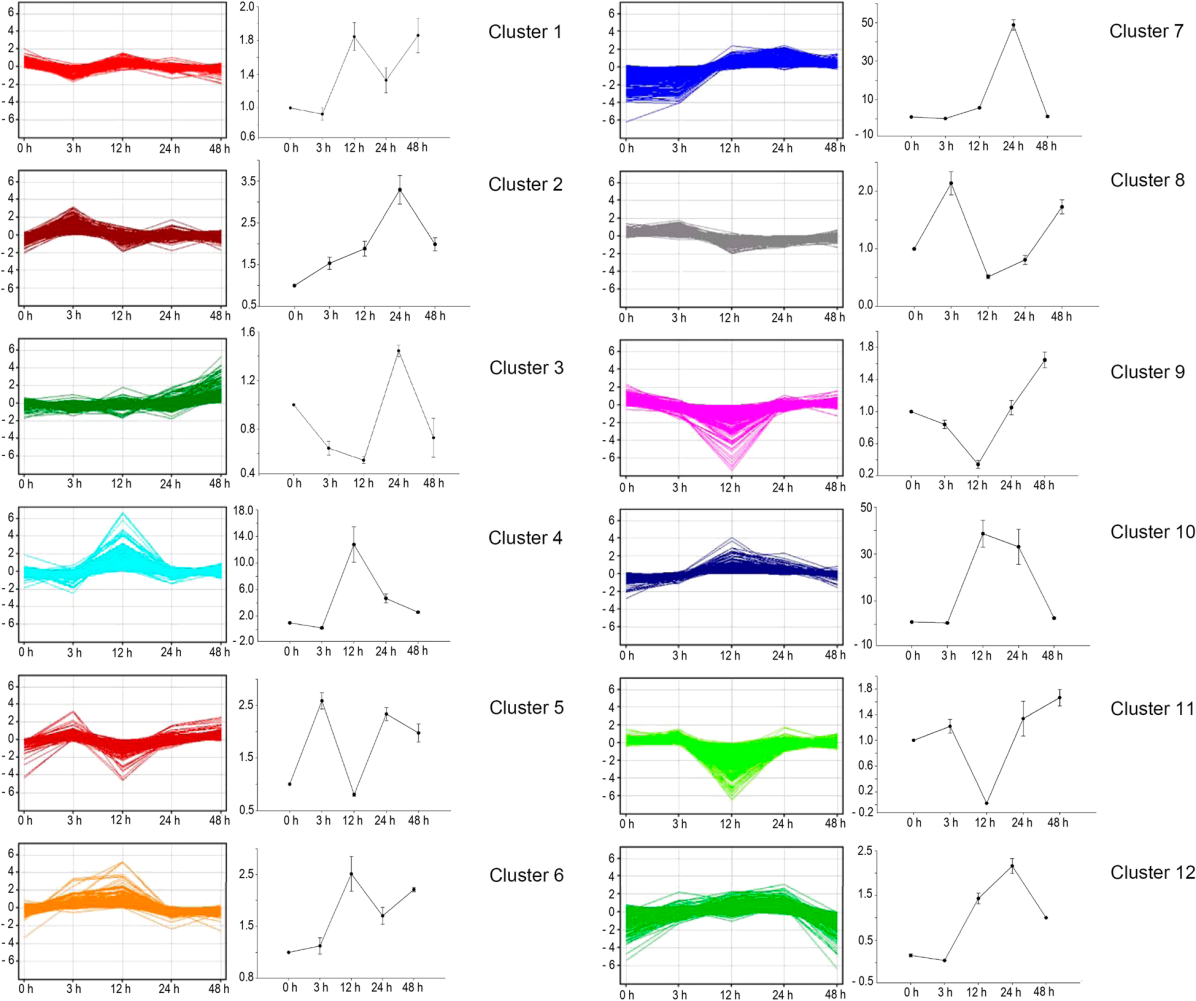
**Clustering analysis of differentially expressed transcripts with significant expression profile changes revealed by the microarray and qRT-PCR analysis.** All differentially expressed transcripts were clustered into 12 distinct temporal change patterns according to their expression profiles. The expressions of 12 selected transcripts representing the 12 expression patterns from the microarray analysis were confirmed by qRT-PCR.

To validate the results of the microarray analysis, we performed quantitative real-time reverse transcription PCR (qRT-PCR) analysis on 12 selected transcripts representative of the 12 clusters representing distinct expression patterns (Figure 6). 

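In the array data, the 12 transcripts chosen for qRT-PCR differed widely in the size and timing of their changes. The conserved hypothetical protein (CUST_650) fell from 3.24 ± 0.13 (SD, n = 3) at 0 h to -3.14 ± 0.33 (SD, n = 3) at 12 h, a log2 fold change of -6.38 (standard error 0.16, adjusted p = 6.47e-11), and was back at 2.88 ± 0.05 at 24 h. The cation efflux protein (CUST_11629) was not well above background on any 12-h array and was at least 33.5-fold lower there (adjusted p = 1.73e-08). The auxin-repressed protein (CUST_32452) had a log2 fold change of -2.20 (adjusted p = 0.00979) at 3 h and of 4.72 (adjusted p = 8.2e-06) at 12 h. Oleosin 2 (CUST_21228), not well above background at 0 h, was at least 7.71-fold, 15.4-fold and 6.16-fold higher at 12, 24 and 48 h. The zinc finger protein (CUST_32158) was at least 4.24-fold higher at 12 h and at least 2.13-fold higher at 24 h, and the catalytic protein (CUST_841) at least 3.21-fold higher at 48 h. Myb12 (CUST_13129) had log2 fold changes of 1.25 at 3 h, -1.43 at 12 h and 1.08 at 48 h, and the light-harvesting complex I protein (CUST_11579) of -1.72 at 12 h and -1.37 at 24 h, the latter short of the threshold without 0 h replicate 2 (-1.21), 24 h replicate 2 (-1.20) or 24 h replicate 3 (-1.22). A histidine kinase/response regulator (CUST_36758) had a log2 fold change of 1.01 (adjusted p = 0.0262) at 3 h, which no longer passed without 0 h replicate 1 (0.91), 0 h replicate 2 (0.99), 3 h replicate 2 (0.97) or 3 h replicate 3 (0.94). Brassinosteroid resistant 1/2 (CUST_13846) fell by less than 2-fold, with a log2 fold change of -0.62 (adjusted p = 0.00406) at 3 h. Fitted with scan day as a fixed block, the changes of the auxin-repressed protein (-2.36) and the histidine kinase/response regulator (0.78) at 3 h, of Myb12 at 12 h (-0.96) and 48 h (1.55), of the light-harvesting complex I (-1.78) and zinc finger proteins at 24 h and of the catalytic protein at 48 h no longer passed the threshold. Slide as a fixed block, which leaves 48 h without a value, took below it the 3-h changes of the same 2 genes, those of Myb12 at 12 h (-0.78), of the light-harvesting complex I protein at 12 h (-2.10) and 24 h (-1.67) and of the zinc finger protein at 12 and 24 h, and that of oleosin 2 at 24 h. The probe of MAPKKK5 was not tested, since its spots at 12 and 24 h were marked as outliers.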

The qRT-PCR expression profiles agreed with the profiles of their respective clusters; however, the sizes of the changes in expression at some time points were larger than in the clusters (Figure 6), suggesting that qRT-PCR was more sensitive than the microarray analysis. Based on the qRT-PCR results, we concluded that the expression profiles of transcripts in the clusters (Figure 6) accurately reflected temporal changes in the expressions of genes involved in the response to exogenous cytokinin.

### Functional analysis of the genes differentially expressed in response to BA application

To understand the biological functions of the differentially expressed genes, those that changed ≥2-fold were categorized by GO analysis (Figure 7). Among all post-application time points, the numbers of transcripts in the “anatomical structure formation”, “cellular component biogenesis”, and “reproductive process” categories were highest at the 3-h time point (28%, 16% and 8%, respectively) and those in the “metabolic process”, “cellular process”, “localization” and “response to stimulus” categories were the lowest. However, the “cell”, “biological regulation”, “pigmentation”, “organelle”, “electron carrier activity” and “transporter activity” categories were similar at four time points. The results indicated that genes involved in the “anatomical structure formation”, “cellular component biogenesis”, and “reproductive process” functions were especially expressed at the 3-h time point to promote cell generation in the inflorescence, which might be the main factor driving the increase in flower number. We hypothesized that these specifically expressed genes were first induced by cytokinin, and then they in turn activated genes in the “metabolic process”, “cellular process”, “location” and “response to stimulus” categories to influence the growth and flowering of *J. curcas*.

**Figure 7:**
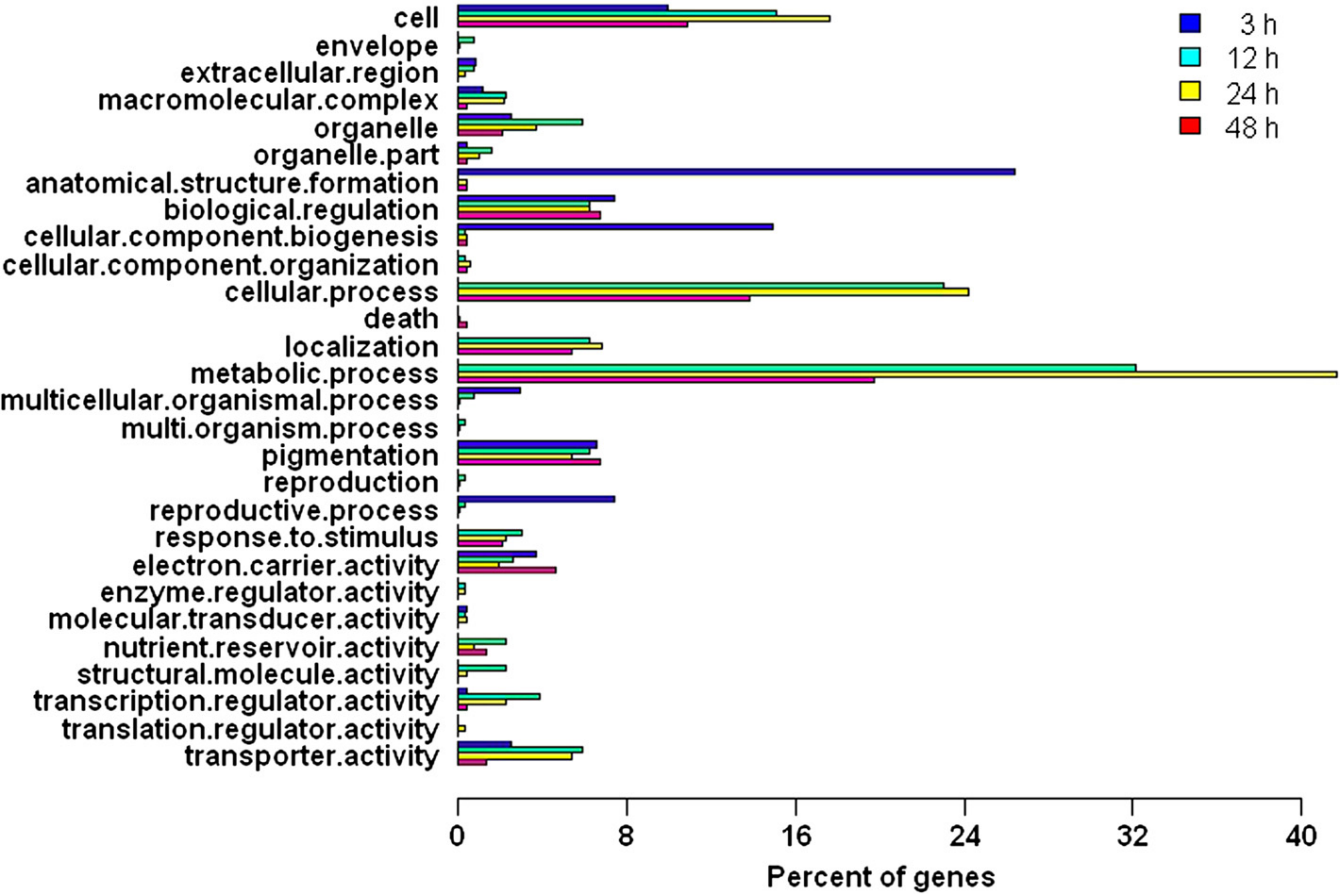
**Comparative analysis by gene ontology category of differentially expressed transcripts at different time points after 6-benzyladenine (BA) treatment in** ***J. curcas.*** The highest numbers of transcripts at the 3-h time point were in the “anatomical structure formation”, “cellular component biogenesis” and “reproductive process” categories. The numbers of transcripts were lowest in the “metabolic process”, “cellular process”, “localization” and “response to stimulus” categories. The numbers of transcripts were similar at four time points in the “cell”, “biological regulation”, “pigmentation”, “organelle”, “electron carrier activity” and “transporter activity” categories.

### Transcriptional analysis of genes related to flower development

The application of BA had a significant effect on the flowering characters of *J. curcas*, which in turn resulted in an increased seed yield. Thirty-one transcripts in our dataset were homologous to genes related to flowering and flower development in *Arabidopsis* (Table 2). 

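Table 2 lists 32 probes, of which 29 were well above background on all 3 arrays of at least 1 time point and were tested. The probes of *CUC2*, *PI* and TOMATO MADS6 were not. In limma's moderated F test, 20 of the 29 changed over the time course. Fold changes from 0 h computed here lay within 1.5-fold of the paper's for all 116 values of the tested probes, and the largest difference was 0.23 on the log2 scale.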

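In the fit over all tested probes, 9 of the 29 tested probes of flowering genes were at least 2-fold higher or lower than at 0 h with an adjusted p of at most 0.05 at 1 or more time points. These were the probes of *GI*, *COP1*, *NGA2*, *STK*, *AP3*, *SEP1*, *SEP2*, *SEP3* and *TS2*. Adjusted over the list alone, the number was also 9, which is not independent evidence. The paper took the listed genes by homology from its dataset on these samples, and it does not state whether their expression entered the choice. The alternatives that moved this number most were slide and scan day as fixed blocks, with 4 flowering probes changed under each. With each array left out in turn, it lay between 8 and 11. At 12 h, 7 listed probes were lower and 1 was higher.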

The expressions of nine genes were significantly differentially regulated (≥2-fold) by BA treatment. *CUP-SHAPED COTYLEDON 1* (*CUC1*) and *GIGANTEA* (*GI*) were upregulated, and *APETALA3* (*AP3*), *CONSTITUTIVE PHOTOMORPHOGENIC 1* (*COP1)*, *NGATHA 2* (*NGA2*), *SEPALLATA 1, 2,* and *3* (*SEP1, 2, and 3*), and *SEEDSTICK* (*STK*) were downregulated over the time course of the experiment.

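*COP1* (CUST_36781) had a log2 fold change at 12 h of -1.15 (standard error 0.12, adjusted p = 1.56e-05) from limma's moderated test, which stayed between -1.31 and -1.03 with each array left out in turn. *NGA2* (CUST_40397) fell by 1.17 on the log2 scale at 3 h (standard error 0.32, adjusted p = 0.033), where 1 of 3 arrays was well above background. This call was lost under normexp background correction, under no scaling between arrays, with slide or scan day as a fixed block and without moderation. It was also lost without any 1 of the 0-h arrays, 3 h replicate 2 or 3 h replicate 3, with log2 fold changes between -1.22 and -1.03. *STK* (CUST_19879) had a log2 fold change at 12 h of -1.76 (standard error 0.47, adjusted p = 0.0118). Without 12 h replicate 3 its value was -1.10, and it no longer passed the threshold with slide (-0.49) or scan day (-1.16) as a fixed block or in a fit of the 6 arrays compared.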

**Table 2:** **Expression analysis of genes related to flowering in inflorescence buds of** ***J. curcas*** **after 6-benzyladenine (BA) treatment**

**Probe code**	**Gene name**	**The fold change of 3 h** ***vs*** **. 0 h**	**The fold change of 12 h** ***vs*** **. 0 h**	**The fold change of 24 h** ***vs*** **. 0 h**	**The fold change of 48 h** ***vs.*** **0 h**	**Gene ID**
CUST_14761	AGAMOUS	-1.21	-1.39	1.09	1.51	AT4G18960
CUST_225	AGAMOUS-LIKE 20	1.20	1.24	1.63	-1.35	AT2G45660
CUST_7819	APETALA 1	-1.43	-1.94	-1.28	-1.33	AT1G69120
CUST_10026	APETALA 2	-1.52	1.19	1.30	1.46	AT4G36920
CUST_10541	APETALA 3	-1.35	-4.33	-1.08	1.22	AT1G30950
CUST_34715	AUXIN RESPONSE FACTOR	-1.62	1.03	-1.34	1.66	AT5G60450
CUST_41624	AUXIN RESPONSE FACTOR 6	-1.07	-1.07	-1.03	-1.33	AT1G30330
CUST_31291	ASYMMETRIC LEAVES 1	-1.44	-1.13	-1.28	-1.20	AT2G37630
CUST_36781	CONSTITUTIVE PHOTOMORPHOGENIC 1	1.00	-2.20	-1.16	1.10	AT2G32950
CUST_11713	CRYPTOCHROME 1	-1.46	-1.97	-1.26	-1.25	AT4G08920
CUST_17122	CUP-SHAPED COTYLEDON 1	-1.44	2.37	2.59	2.72	AT3G15170
CUST_41631	CUP-SHAPED COTYLEDON 2	-1.29	-1.31	-1.31	-1.23	AT5G53950
CUST_7808	CUP-SHAPED COTYLEDON 3	-1.09	1.30	1.36	1.71	AT1G76420
CUST_15325	EARLY FLOWERING 8	-1.07	1.02	-1.07	1.06	AT2G06210
CUST_31664	ETTIN	-1.48	-1.12	-1.16	1.08	AT2G33860
CUST_41538	TOMATO MADS-box GENE 6	-1.26	-1.26	-1.13	-1.26	AT1G53160
CUST_31665	GIGANTEA	13.38	88.13	1.45	2.39	AT1G22770
CUST_39265	PISTILLATA	1.01	-1.01	1.29	1.34	AT5G20240
CUST_40397	NGATHA 2	-2.16	1.14	1.48	-1.19	AT3G61970
CUST_33212	PHYTOCHROME A	-1.22	-1.36	-1.15	-1.19	AT1G09570
CUST_14670	PIN-FORMED 1	1.20	1.40	1.24	1.15	AT1G73590
CUST_15904	SEPALLATA 1	-1.07	-2.72	-1.22	-1.22	AT4G34190
CUST_36715	SEPALLATA 2	-1.25	-2.42	-1.24	-1.06	AT3G02310
CUST_10402	SEPALLATA 3	-1.23	-2.98	-1.07	1.14	AT1G24260
CUST_5255	SOMATIC EMBRYOGENESIS RECEPTOR-LIKE KINASE 1	-1.09	1.15	-1.17	-1.18	AT1G71830
CUST_29859	SEUSS	-1.14	1.03	-1.05	-1.08	AT1G43850
CUST_32171	SPATULA	1.07	1.07	1.23	1.04	AT4G36930
CUST_19879	SEEDSTICK	-1.10	-3.30	1.00	1.55	AT4G09960
CUST_36747	SHOOT MERISTEMLESS	-1.07	-1.03	-1.03	-1.26	AT1G62360
CUST_1965	SHORT VEGETATIVE PHASE	-1.05	1.15	-1.08	-1.07	AT2G22540
CUST_32932	ULTRAPETALA 1	-1.67	1.08	-1.08	-1.10	AT4G28190
CUST_36773	TASSELSEED2	-1.21	-2.29	-3.44	-3.19	162460536

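The probe of *GI* (CUST_31665) had a normalized log2 intensity of -3.61 ± 0.03 (SD, n = 3) at 0 h, 0.14 ± 0.07 at 3 h, 2.82 ± 0.21 at 12 h, -3.03 ± 0.26 at 24 h and -2.34 ± 0.09 at 48 h. Its log2 fold change from 0 h was 3.75 (standard error 0.13, adjusted p = 5.09e-09), or 13.4-fold, at 3 h and 6.43 (adjusted p = 1.9e-11), or 86.1-fold, at 12 h, by limma's moderated test. At 24 h, the same time of day as 0 h, it was 0.57 (adjusted p = 0.0136), and at 48 h it was 1.26 (adjusted p = 0.00035). The 24-h change no longer passed the threshold without 24 h replicate 3 (0.42) or with slide (0.32) or scan day (0.47) as a fixed block, and the 48-h change no longer passed with scan day (1.16). Leaving out each array in turn moved the 12-h value between 6.36 and 6.55. The 12-h array on slide 3, the slide of the 24-h arrays, lay with the other 12-h arrays.

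**Figure D2:**
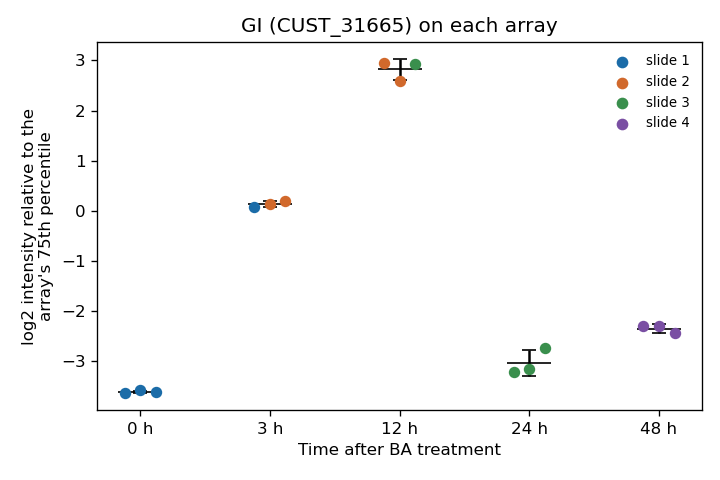
Normalized log2 intensity of *GI* on each of the 15 arrays, relative to the 75th percentile of the array, against time after BA treatment, with points coloured by slide and bars for the mean and SD of 3 arrays. All 3-h and 12-h arrays lie above the 0-h arrays, and the 24-h arrays lie near the level of 0 h.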

Interestingly, *GI*, a clock-associated protein that is involved in the control of circadian rhythms and regulating flowering time [35,36], was induced quickly by BA treatment (by the 3-h time point) and was expressed 88 times higher at the 12-h time point than at the 0-h time point. *CUC1*, belonging to the NAC family, which contributes to the formation of the SAM and the separation of cotyledons by activating *STM* in *Arabidopsis* [37,38], was induced between the 12-h and 48-h time points, indicating that *CUC1* helps to promote and maintain SAM formation to generate more floral primordia. However, *CUC2* and *CUC3* were insensitive to BA treatment in *J. curcas*. This is in contrast to observations in *Arabidopsis*, where *CUC2* and *CUC3*, but not *CUC1*, were upregulated by cytokinin in inflorescence meristems [39].

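The probe of *CUC1* (CUST_17122) was well above background on 1 of 3 arrays at 0 h, where its normalized log2 intensity was -6.96 ± 1.49 (SD, n = 3). It was -5.66 ± 0.85 at 12 h, -5.36 ± 0.19 at 24 h and -5.37 ± 1.02 at 48 h. The log2 fold changes of 1.30, 1.60 and 1.59 (standard error 0.68) had adjusted p values of 0.16, 0.129 and 0.132, although the moderated F test over the time course gave an adjusted p of 0.0409. The differences at 12, 24 and 48 h were therefore short of the threshold. Without 0 h replicate 3 they were 2.09, 2.39 and 2.38 and passed the threshold, and without 0 h replicate 2 they were 0.60, 0.90 and 0.90 and did not. With no scaling between arrays the 48-h value was 1.89 and passed. Normexp background correction turned the direction at 12 h (-0.33) and 48 h (-0.14). The 24-h change kept its direction under every alternative, with a lowest value of 0.25.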

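*CUC3* (CUST_7808) changed over the time course in limma's moderated F test (adjusted p = 0.00242), with its largest log2 fold change, 0.79 (standard error 0.16, adjusted p = 0.00945), at 48 h. Its 48-h change no longer passed with scan day as a fixed block (0.84), and the F test no longer passed with normexp background correction. The probe of *CUC2* (CUST_41631) was not well above background on all 3 arrays of any time point, so no change could be measured.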

Among the floral organ-identity genes, *AP1*, an A-class gene in *Arabidopsis*, and *AP3* (B-class), *SEP1*, *SEP2*, and *SEP3* (E-class) [40] were downregulated at the 12-h time point, while *AP2* (A-class) and *AG* (C-class) [41] were insensitive to BA application. These results implied that BA treatment could suppress the expressions of A-, B- and E-class genes, which agreed with our observation that the flowering duration of inflorescences treated with BA was longer than that in the control (data not shown). 

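At 12 h, the log2 fold change was -0.99 (standard error 0.24, adjusted p = 0.00611) for *AP1* (CUST_7819), -2.15 (standard error 0.55, adjusted p = 0.00889) for *AP3* (CUST_10541), -1.48 (standard error 0.27, adjusted p = 0.00118) for *SEP1* (CUST_15904), -1.35 (standard error 0.20, adjusted p = 0.000305) for *SEP2* (CUST_36715) and -1.60 (standard error 0.40, adjusted p = 0.00852) for *SEP3* (CUST_10402), all with n = 3 and from limma's moderated test. The decrease of *AP1* was just under 2-fold. *AP3* fell from -0.95 ± 0.20 (SD, n = 3) at 0 h to -3.10 ± 1.33 at 12 h. *AP2* (CUST_10026) changed over the time course and differed from 0 h by less than 2-fold, with log2 fold changes of -0.60 (standard error 0.14) at 3 h and 0.56 at 48 h, and an adjusted p of 0.000372 in the F test. Its 3-h change no longer passed the threshold without 0 h replicate 1, 0 h replicate 3 or 3 h replicate 1. Its 48-h change no longer passed without 0 h replicate 2, 0 h replicate 3, 48 h replicate 2 or 48 h replicate 3, or with scan day as a fixed block (0.35). *AG* (CUST_14761) had a log2 fold change at 48 h of 0.65 (standard error 0.19) and an adjusted p of 0.00198 in the F test, which no longer passed with normexp background correction. Its 48-h change no longer passed without any 1 of the 0-h and 48-h arrays or without 3 h replicate 2, or with scan day as a fixed block (1.10).
The sizes of the decreases at 12 h rested in part on 12 h replicate 3. Without it, the log2 fold changes were -0.63 for *AP1*, -1.40 for *AP3* and -0.96 for *SEP3*, which stayed past the threshold of adjusted p. Fitted with scan day as a fixed block, the log2 fold changes of *AP1*, *AP3*, *SEP1*, *SEP2* and *SEP3* were -1.10, -1.49, -1.28, -1.21 and -1.34, none past the threshold. Fitted with slide as a fixed block, the values of *AP1*, *AP3*, *SEP1* and *SEP3* were -0.73, -0.73, -0.92 and -0.70, no longer past the threshold of adjusted p. That of *SEP2*, -0.91, passed it but was less than 2-fold. In a fit of the 6 arrays compared, *AP1* and *SEP3* did not pass.

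**Figure D3:**
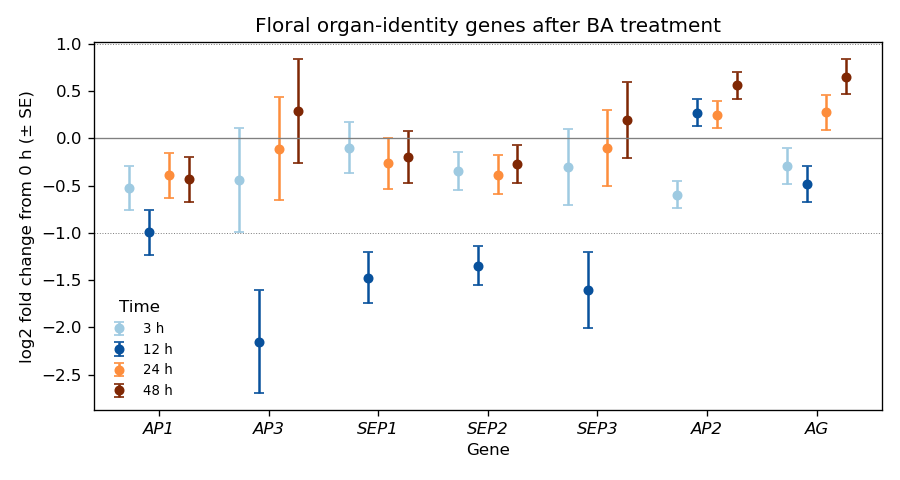
Log2 fold change from 0 h of *AP1*, *AP3*, *SEP1*, *SEP2*, *SEP3*, *AP2* and *AG* by time after BA treatment (3, 12, 24 and 48 h), with bars for the standard error of limma and dotted lines at a 2-fold change. *AP1*, *AP3* and the *SEP* genes are lowest at 12 h, while *AP2* and *AG* stay within the dotted lines.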

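At 24 and 48 h, the log2 fold changes were -0.39 and -0.43 for *AP1*, -0.11 and 0.29 for *AP3*, and -0.26 and -0.20 for *SEP1*. Those of *SEP2* were -0.38 and -0.27, and those of *SEP3* -0.11 and 0.19. From the lower values of *AP1*, *AP3* and the *SEP* genes at 12 h, the paper proposes that BA suppresses the A-, B- and E-class genes, and it relates this to the longer flowering of the treated inflorescences.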

Recently, *AP1* was observed to act upstream of cytokinin, regulating cytokinin levels by directly suppressing the cytokinin biosynthetic gene *LOG1* and activating the cytokinin degradation gene *CKX3* to suppress meristem activity in sepal axils [42].

We also verified the expressions of *SOC1*, *LEAFY* (*LFY*), and *TERMINAL FLOWER 1b (TFL1b*) in inflorescence buds of *J. curcas* after BA treatment by qRT-PCR. The transcript levels of *SOC1* and *LFY* were upregulated at the 12-h time point, and *TFL1b* was downregulated during the experiment (Figure 8). We hypothesized that BA treatment might contribute to the maintenance of the flowering signals by activating the expressions of *GI*, *LFY*, and *SOC1* and inactivating *COP1* and *TFL1b*. BA treatment may also delay the formation of floral organs by inhibiting the transcription of the A-, B- and E-class of floral organ-identity genes, which would allow more time to generate more floral primordia in inflorescence meristems, along with activating the expression of *CUC1*, which would result in a significant increase in flower number in *J. curcas*.

**Figure 8:**
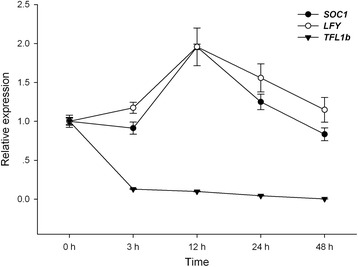
**Expression analysis of** ***LFY, SOC1*** **and** ***TFL1b*** **transcripts by qRT-PCR after 6-benzyladenine (BA) treatment in** ***J. curcas.*** *LFY* and *SOC1* were upregulated at the 12-h time point, and *TFL1b* was downregulated over the time course of the experiment. The *GHPDA* gene was used as an internal control.

### Transcriptional analysis of genes involved in sex determination in *J. curcas*

As shown in Table 1, BA treatment significantly increased the ratio of female to male flowers, indicating that the cytokinin could affect the differentiation of male and female flowers in *J. curcas*. Among the oligonucleotide probes used in this study, CUST_36773 (Table 2) was homologous to the sex determination gene *TASSELSEED2* (*TS2*) of maize, which encodes a short-chain alcohol dehydrogenase that is required for carpel abortion in maize [43]. Upon BA treatment of inflorescence buds, the *J. curcas TS2* homolog (CUST_36773) was downregulated by 2.3-fold, 3.4-fold and 3.2-fold at the 12-h, 24-h and 48-h time points, respectively (Table 2). This result suggested that BA treatment activates the development of arrested pistil primordia in male flowers by repressing the expression of the *TS2* homolog in *J. curcas*, which resulted in an increase in the ratio of female to male flowers. 

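The *TS2* probe had a normalized log2 intensity of 0.94 ± 0.17 (SD, n = 3) at 0 h, 0.66 ± 0.43 at 3 h, -0.27 ± 0.73 at 12 h, -0.85 ± 0.13 at 24 h and -0.73 ± 0.34 at 48 h. Its log2 fold change from 0 h was -1.21 (standard error 0.31, adjusted p = 0.00924) at 12 h, -1.80 (adjusted p = 0.00614) at 24 h and -1.68 (adjusted p = 0.0072) at 48 h by limma's moderated test, a decrease of 2.32-fold, 3.47-fold and 3.2-fold. Without 12 h replicate 3, the 12-h value was -0.81.
The values followed the slides as well as the time points. When scan day was a fixed block, the log2 fold changes were -0.48, -1.06 and -0.94 at 12, 24 and 48 h, none past the threshold. When slide was a fixed block, the value was -0.07 at 12 h and turned to 0.17 at 24 h. The 12-h array on slide 3 lay near the 24-h arrays of that slide, and the 12-h arrays on slide 2 lay above it.

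**Figure D4:**
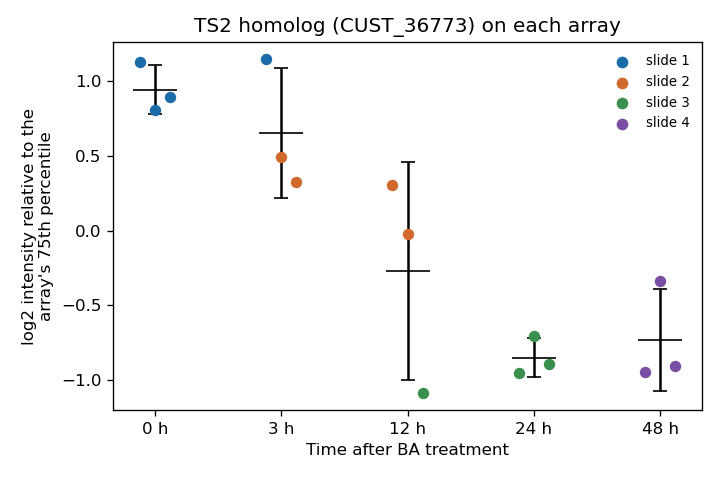
Normalized log2 intensity of the *TS2* homolog on each of the 15 arrays, relative to the 75th percentile of the array, against time after BA treatment, with points coloured by slide and bars for the mean and SD of 3 arrays. At 3 h the array on slide 1 is the highest, and at 12 h the array on slide 3 is the lowest.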

Sex determination in plants, however, is a complex and dynamic process, and is influenced by genetic, hormonal and environmental conditions [44,45]. Further studies are required to elucidate the mechanism of sex determination in *J. curcas*.

### Transcriptional analysis of genes involved in cytokinin signaling in inflorescence buds

Endogenous cytokinins regulate many essential aspects of plant growth and development, and play a critical role in the formation and maintenance of the SAM. To further investigate the response mechanism of *J. curcas* inflorescences to exogenous BA, we analyzed 27 transcripts in our dataset that were homologous to *Arabidopsis* genes involved in the cytokinin signal transduction pathway (Additional file 3). The expressions of *ARR3* and *ARR8* were upregulated, and *IPT5* was downregulated during the experiment, implying that exogenous cytokinin promoted increased ARR expression, which contributed to signal perception and transmission, and repressed the activation of IPTs that catalyze the first key reaction in endogenous cytokinin biosynthesis in the cytokinin signaling pathway. These findings were consistent with the results of other studies involving cytokinin treatment [46-48]. However, some genes that play important roles in cytokinin signaling, such as *ARABIDOPSIS HISTIDINE KINASE 3* (*AHK3*), *ARABIDOPSIS HISTIDINE-CONTAINING PHOSPHOTRANSFER 2* (*AHP2*), *ARR1*, *HOMEOBOX PROTEIN KNOTTED-1 LIKE 3* (*KNAT3*), *STM*, and *IPT9*, showed only small changes in their transcript levels, indicating that only small changes in the expressions of these genes are required to carry out their functions, rather than them being insensitive to exogenous BA. 

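*ARR3* (CUST_36727) had a log2 fold change of 1.18 (standard error 0.34, adjusted p = 0.0421) at 3 h and of 1.41 (adjusted p = 0.0193) at 24 h by limma's moderated test. The 3-h call was lost under normexp background correction, with every probe tested, without moderation, with slide or scan day as a fixed block (0.90) and with scan day as a random block. It was also lost without any 1 of the 0-h, 3-h and 48-h arrays or without 12 h replicate 1, with log2 fold changes between 1.01 and 1.32. The 24-h call was lost without 0 h replicate 1 (1.23), 0 h replicate 2 (1.45) or 24 h replicate 3 (1.00), and with slide as a fixed block the value was -0.04. It was lost as well with normexp background correction, scan day as a fixed block and a fit of the 6 arrays compared.
*ARR8* (CUST_18875) differed from 0 h by less than 2-fold, with a log2 fold change of 0.91 (standard error 0.21, adjusted p = 0.0168) at 3 h and of 0.87 (adjusted p = 0.0201) at 24 h, the latter no longer past the threshold without 0 h replicate 1 (0.82), 0 h replicate 2 (0.85) or 24 h replicate 3 (0.67) or with scan day as a fixed block (0.49), and turned to -0.23 with slide as a fixed block. Its 3-h value turned to -0.15 with normexp background correction and no longer passed with slide or scan day as a fixed block (0.66) or without 0 h replicate 1, 0 h replicate 2, 3 h replicate 2 or 3 h replicate 3, with values between 0.79 and 0.89.
*IPT5* (CUST_12394) fell by 1.37 on the log2 scale at 3 h (standard error 0.26, adjusted p = 0.00579) and by 1.02 at 24 h (adjusted p = 0.0228), with 2 of 3 arrays well above background at both time points. The 3-h call was lost with scan day as a fixed block (-1.02) and with normexp background correction. At 24 h the direction turned with slide as a fixed block (0.48), and the call was lost with normexp background correction, slide as a random block, scan day as a fixed block, or without 0 h replicate 1, 0 h replicate 2, 24 h replicate 2 or 24 h replicate 3, with values between -1.04 and -0.91.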

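*KNAT3* (CUST_36757), *AHK3* (CUST_36745) and *ARR1* (CUST_8950) changed over the time course in limma's moderated F test, with adjusted p values of 0.000184, 0.0187 and 0.0287, and differed from 0 h by less than 2-fold. The largest log2 fold change of *KNAT3* was -0.45 (standard error 0.08, adjusted p = 0.0032) at 3 h, that of *AHK3* -0.39 (standard error 0.10) at 3 h and that of *ARR1* 0.33 (standard error 0.11) at 12 h. *AHP2* (CUST_3731), *STM* (CUST_14796) and *IPT9* (CUST_34489) did not pass the F test, with adjusted p values of 0.0534, 0.501 and 0.1. The call of *AHK3* was lost with normexp background correction and with no scaling between arrays. That of *ARR1* was lost without 12 h replicate 1 (0.27), 12 h replicate 2 (0.29), 48 h replicate 1 or 48 h replicate 3 (both 0.33). *AHP2* passed with no scaling between arrays, over probes well above background on all 15 arrays, and without 24 h replicate 1, 24 h replicate 2 or 48 h replicate 2 (each 0.41). *IPT9* passed with no scaling between arrays and without 12 h replicate 2 (0.29) or 12 h replicate 3 (0.43).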

Many transcription factors are expressed at low levels; therefore, it was difficult to accurately assess their changes using the microarray method [46,49]. In addition, *ACETYL-COA CARBOXYLASE 1* (*ACC1*), *ARABIDOPSIS HEMOGLOBIN 2* (*AHB2*), *ARABIDOPSIS THALIANA HOMEOBOX PROTEIN 2* (*ATHB2*), and *QUASIMODO2* (*QUA2*) were also induced by the application of BA; however, their roles in cytokinin signaling are unclear.

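At the time of their largest change, all 4 of these probes were lower than at 0 h, as they are in Additional file 3. The log2 fold change was -1.04 (standard error 0.22, adjusted p = 0.00317) for *ACC1* (CUST_32112) at 12 h, -1.12 (standard error 0.24, adjusted p = 0.00372) for *QUA2* (CUST_36735) at 12 h and -1.14 (standard error 0.19, adjusted p = 0.00444) for *ATHB2* (CUST_36748) at 48 h. *AHB2* (CUST_33269) had log2 fold changes of -1.07 (adjusted p = 0.0187) at 12 h, no longer past the threshold without 0 h replicate 1 (-1.04), 0 h replicate 2 (-1.03) or 12 h replicate 3 (-0.67) or with slide (-0.78) or scan day (-1.17) as a fixed block, and of -1.20 (standard error 0.31, adjusted p = 0.0248) at 24 h. With scan day as a fixed block the values were -0.76, -0.43, -1.51 and, for *AHB2* at 24 h, -1.30, none past the threshold. With slide as a fixed block those of *ACC1*, *QUA2* and *AHB2* were -0.65, -0.18 and -0.12, also not past it. The 24-h call of *AHB2* was lost as well with normexp background correction and without 0 h replicate 1, 0 h replicate 2, 24 h replicate 2 or 24 h replicate 3, with values between -1.31 and -1.04.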

### Cross-talk of cytokinin with other phytohormones

Eight major types of phytohormones coordinate plant growth and development by modulating various cellular processes in response to intrinsic and environmental cues: abscisic acid (ABA), auxins, brassinosteroids (BRs), cytokinins (CKs), ethylene, gibberellins (GAs), jasmonic acid (JA) and salicylic acid (SA) [47]. To understand the roles of other phytohormones in inflorescence buds in response to BA treatment, we identified homologous genes involved in various hormonal regulation pathways in *Arabidopsis* by sequence comparison between our set and the Arabidopsis Hormone Database [48]. In addition to the 27 cytokinin-related genes, 104 transcripts were identified in our dataset, including 23 abscisic acid-related genes, 32 auxin-related genes, 11 brassinosteroid-related genes, 11 ethylene-related genes, nine gibberellin-related genes, 11 jasmonic acid-related genes, and seven salicylic acid-related genes (Additional file 3).

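Additional file 3 lists 133 entries for the 8 hormone classes, which 115 different probes stand for, since 12 probes stand for 30 of the entries. Of these, 113 probes were tested and 72 changed over the time course in limma's moderated F test. At 1 or more time points, 26 hormone probes changed at least 2-fold with an adjusted p of at most 0.05, and 29 did when adjusted over the list alone, which is not independent evidence. The alternative that moved this number most was scan day as a fixed block, with 15 hormone probes changed, and slide as a fixed block gave 16. With each array left out in turn, it lay between 22 and 28. By class, 6 of 23 tested ABA probes, 3 of 27 auxin probes, 2 of 12 BR probes, 6 of 27 CK probes, 3 of 10 ethylene probes, 4 of 8 GA probes, 3 of 12 JA probes and 0 of 6 SA probes were called by limma. At 12 h, 5 of the listed probes were higher and 14 lower than at 0 h.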

In the ABA signaling pathways, *ABSCISIC ACID RECEPTOR* (*ABAR*) and *PYRABACTIN RESISTANCE-LIKE 4* (*PYL4*) encode two ABA receptors that are involved in perceiving ABA signals [50,51]. In this study, the transcript levels of *PYL4* and *ABAR* were downregulated by 3.5-fold at the 3-h time point and by 20.6-fold at the 12-h time point, respectively. 

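*PYL4* (CUST_10876) fell from -2.77 ± 0.94 (SD, n = 3) at 0 h to -4.59 ± 0.54 at 3 h, a log2 fold change of -1.82 (standard error 0.76, adjusted p = 0.142) by limma's moderated test, or 3.53-fold lower. This difference was short of the threshold, which it passed without 12 h replicate 1, at the same log2 fold change. *ABAR* (CUST_15540) had a log2 fold change at 12 h of -4.42 (standard error 0.18, adjusted p = 4.84e-09), or 21.5-fold lower, with 1.35 ± 0.29 (SD, n = 3) at 0 h and -3.07 ± 0.19 at 12 h.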

*ABSCISIC ACID 1* (*ABA1*), which encodes a zeaxanthin epoxidase, which catalyzes the conversion of zeaxanthin to antheraxanthin and violaxanthin to generate the epoxycarotenoid precursor in the ABA biosynthetic pathway [52], was downregulated at the 12-h time point. Also, *1-DEOXY-D-XYLULOSE-5-PHOSPHATE SYNTHASE* (*DXS*), which encodes a key enzyme catalyzing a limiting step in the biosynthesis of plastidic isoprenoids (the carotenoid precursors for ABA biosynthesis) [53], was downregulated 4-fold at the 3-h time point. Moreover, *9-CIS-EPOXYCAROTENOID DIOXYGENASE 3* (*NCED3*), which encodes a key enzyme in the ABA biosynthesis pathway [54], was downregulated 3.8-fold at the 12-h time point. These results showed that BA treatment inhibited ABA signaling by repressing the expression of genes involved in ABA biosynthesis and ABA perception. This indicated that endogenous cytokinins might play similar roles in inhibiting the effects of ABA and maintaining reproductive growth during flower bud development in *J. curcas*.

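The log2 fold change of *ABA1* (CUST_11268) at 12 h was -1.23 (standard error 0.18, adjusted p = 0.000256) by limma's moderated test, and all 3 of its 12-h arrays lay below the 0-h arrays. With slide (-0.78) or scan day (-0.80) as a fixed block the change no longer passed the threshold.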

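*DXS* (CUST_4773) had a log2 fold change at 3 h of -0.40 (standard error 0.18, adjusted p = 0.164) by limma's moderated test, or 1.32-fold lower, short of the threshold. At 12 h the log2 fold change was -2.04 (adjusted p = 2.84e-06), or 4.12-fold lower, at 24 h -0.92 (adjusted p = 0.0084) and at 48 h -0.73 (adjusted p = 0.0217). The 24-h change no longer passed the threshold with slide (-1.06) or scan day (-0.97) as a fixed block, and the 48-h change no longer did with scan day (-0.78) or without 0 h replicate 1 (-0.74), 0 h replicate 2 (-0.59), 48 h replicate 1 (-0.70) or 48 h replicate 3 (-0.57). With each array left out in turn, the 3-h value lay between -0.53 and -0.26. The values of *DXS* in Additional file 3 at 3 and 12 h lay within 1.5-fold of these.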

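*NCED3* (CUST_20053) had a log2 fold change at 12 h of -2.05 (standard error 0.31, adjusted p = 0.000322) by limma's moderated test, or 4.14-fold lower, with 1 of 3 arrays well above background at 12 h. At 3 h it was higher, with a log2 fold change of 1.18 (adjusted p = 0.0287) that no longer passed the threshold without 0 h replicate 2 (1.14), 0 h replicate 3 (1.03), 3 h replicate 1 (0.93) or 3 h replicate 3 (1.26) or with slide as a fixed block (1.69). The 12-h change no longer passed the threshold with slide (-1.05) or scan day (-1.29) as a fixed block.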

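The probe of *MSG2/IAA19* (CUST_2462) had a log2 fold change at 12 h of 1.03 (standard error 0.18, adjusted p = 0.000949) by limma's moderated test. Under slide (1.01) or scan day (1.07) as a fixed block the size was nearly the same, and the adjusted p no longer passed 0.05.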

In auxin signaling pathways, *MASSUGU2* (*MSG2/IAA19*) encodes an auxin-regulated protein that regulates hypocotyl growth and the formation of lateral roots together with AUXIN RESPONSE FACTOR7 (ARF7) [55]; it showed 2-fold upregulation at the 12-h time point. 

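*IAMT1* (CUST_19275) had a log2 fold change at 12 h of -1.08 (standard error 0.42, adjusted p = 0.0653) by limma's moderated test, not past the threshold, and its 12-h arrays had an SD of 1.21 (n = 3). Without 12 h replicate 2 the value was -1.57 and passed, and without 12 h replicate 3 it was -0.40.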

*IAA CARBOXYL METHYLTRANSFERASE 1* (*IAMT1*), which methylates indole-3-acetic acid (IAA) to form methyl-IAA ester and overexpression of which causes dramatic hyponastic leaf phenotypes [56], was downregulated 2.1-fold at the 12-h time point. 

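*SUR1* (CUST_16559) fell from -3.08 ± 0.10 (SD, n = 3) at 0 h to -5.22 ± 0.59 at 12 h, a log2 fold change of -2.14 (standard error 0.27, adjusted p = 6.25e-05) by limma's moderated test. With scan day as a fixed block it was -1.32 and no longer passed the threshold.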

*SUPERROOT 1* (*SUR1*) encodes a C-S lyase, which is involved in indolic glucosinolate biosynthesis and whose mutant showed a high-auxin phenotype related to the accumulation of indole-3-acetaldoxime promoted IAA biosynthesis [57], was downregulated 4.3-fold at the 12-h time point. *TRANSPARENT TESTA 4* (*TT4*) encodes a chalcone synthase that is the first enzyme in flavonoid biosynthesis and is an auxin transport inhibitor [58]; it was downregulated 2.8-fold at the 12-h time point. 

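The log2 fold change of *TT4* (CUST_17606) at 12 h was -1.56 (standard error 0.20, adjusted p = 7.25e-05) by limma's moderated test, between -1.79 and -1.36 with each array left out in turn. Slide as a fixed block gave -1.14, no longer past the threshold.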

Jones *et al.* found that the application or ectopic biosynthesis of cytokinin rapidly induced an auxin increase in young shoot and root tissues and proposed that cytokinin promoted auxin synthesis by controlling the transcription of certain auxin biosynthesis genes [59]. However, our results suggested that cytokinin treatment caused the increase in auxin levels via suppression of the negative regulators of auxin biosynthesis pathways. In addition, the expression of *MYB77*, a positive regulator of auxin signaling transduction [60], was downregulated at the 48-h time point, indicating that auxin signaling was inhibited then, contradicting our conclusion that cytokinins promoted an increase in auxin. Therefore, we hypothesized that the downregulation of *MYB77* might help the accumulation of auxin in inflorescence buds by inhibiting auxin transport, indicating that the roles of MYB77 might be different in *Arabidopsis* and *J. curcas*.

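*MYB77* (CUST_18192) had a log2 fold change at 48 h of -1.06 (standard error 0.33, adjusted p = 0.0517) by limma's moderated test, just short of the threshold. It passed over probes well above background on all 15 arrays, in a fit of the 6 arrays compared, and without 3 h replicate 1, 3 h replicate 3, 12 h replicate 2 or 12 h replicate 3, with the same log2 fold change in each.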

*A* UDP-glycosyltransferase *gene (UGT73C5)* encode an enzyme that catalyzes the glucosylation of BRs, causing their inactivation [61]; it was downregulated 5-fold at the 12-h time point. 

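Additional file 3 pairs *UGT73C5* with 2 probes, which differed. CUST_14505 had a log2 fold change at 12 h of -2.34 (standard error 0.44, adjusted p = 0.00148) by limma's moderated test, with 2 of 3 arrays well above background at 12 h, while CUST_34329 had 0.20 (standard error 0.24, adjusted p = 0.542). The value of CUST_14505 was -3.04 without 12 h replicate 1, and it no longer passed the threshold with slide (-1.92) or scan day (-2.06) as a fixed block. CUST_34329 passed without 12 h replicate 2 (0.54) and turned direction without 12 h replicate 3 (-0.10).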

*CONSTITUTIVE PHOTOMORPHOGENESIS AND DWARFISM* (*CPD/DWF3*), which encodes a cytochrome P450 steroid side-chain hydroxylase that plays an essential role in BR biosynthesis [62], was upregulated 3-fold at the 3-h time point. These results indicated that cytokinin caused an increase of BRs by repressing BR glucosylation and promoting BR biosynthesis, which repressed the expression of *FLC* to promote flowering in *Arabidopsis* [63].

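*CPD/DWF3* (CUST_36558) had a log2 fold change of 1.57 (standard error 0.27, adjusted p = 0.00386) at 3 h by limma's moderated test, or 2.97-fold higher, and of 1.03 (adjusted p = 0.0414) at 24 h. The 24-h change no longer passed the threshold without any 1 of the 0-h and 3-h arrays, 24 h replicate 2, 24 h replicate 3, 48 h replicate 1 or 48 h replicate 3, with values between 0.94 and 1.11. With normexp background correction the 3-h value was 1.14 and no longer passed the threshold.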

In the ethylene signaling pathway, *MULTIPROTEIN BRIDGING FACTOR 1C* (*MBF1c*) encodes a coactivator that enhances plant tolerance to biotic and abiotic stresses, and is involved in both salicylic acid and ethylene signaling pathways [64]; it was upregulated by more than 4-fold during the time course of the experiment, especially at the 24-h time point (37.4-fold). 

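The log2 fold change of *MBF1c* (CUST_1121) from 0 h was 3.50 (standard error 0.54, adjusted p = 0.00182) at 3 h, 3.857 (adjusted p = 0.00017) at 12 h, 5.226 (adjusted p = 0.000621) at 24 h and 2.28 (adjusted p = 0.0199) at 48 h by limma's moderated test. The 24-h value corresponds to 37.4-fold. Without 24 h replicate 3 it was 4.61. The calls at 12 and 24 h were lost with slide as a fixed block. At 48 h the call was lost with normexp background correction, with scan day as a fixed block (2.75), and without 0 h replicate 2 (2.20), 0 h replicate 3 (2.25) or 48 h replicate 2 (2.01).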

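*HIG1/MYB51* (CUST_2357) did not differ from 0 h at 3 h beyond the error, with a log2 fold change of -0.16 (standard error 0.26, adjusted p = 0.742) by limma's moderated test, and between -0.24 and -0.08 with each array left out in turn. At 12 h its log2 fold change was -1.23 (adjusted p = 0.00261). The 12-h change no longer passed the threshold with slide (-1.18) or scan day (-1.47) as a fixed block.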

*HIGH INDOLIC GLUCOSINOLATE 1* (*HIG1/MYB51*), which encodes a key transcription factor in indolic glucosinolate biosynthesis and responds to ethylene stimuli [65,66], was upregulated at the 3-h time point, and downregulated at the 12-h time point. These results indicated that *MBF1c* and *HIG1/MYB51* are candidate cross-talk genes in cytokinin and ethylene signaling pathways.

*GIBBERELLIN 20-OXIDASE 1* (*GA20ox1*) was upregulated between 3 h and 48 h, and *GIBBERELLIN-INSENSITIVE DWARF 1b* and *1c* (*GID1b* and *1c*) were upregulated at the 48-h time point; however, *GIBBERELLIN 2-OXIDASE 1* (*GA2ox1*) was downregulated between 12 h and 48 h. 

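*GA20ox1* (CUST_31050) was well above background on 2 of 3 arrays at 0 h, and its log2 fold changes were 1.24 (standard error 0.42, adjusted p = 0.0729) at 3 h, 0.54 (adjusted p = 0.345) at 12 h, 1.16 (adjusted p = 0.0789) at 24 h and 1.72 (adjusted p = 0.0212) at 48 h by limma's moderated test. At 3 h it passed the threshold without 0 h replicate 1 (1.66), without 12 h replicate 1 (1.24) and with no scaling between arrays. The 48-h call was lost with scan day as a fixed block (1.08) and without 0 h replicate 2 (1.43), 0 h replicate 3 (1.59) or 48 h replicate 3 (1.57). Normexp background correction turned the direction, with -0.68 at 3 h and -0.43 at 48 h. At 48 h, *GID1b* (CUST_7668) had a log2 fold change of 1.65 (standard error 0.22, adjusted p = 0.00124) and *GID1c* (CUST_35724) of 1.58 (standard error 0.23, adjusted p = 0.00222). *GA2ox1* (CUST_17503) was well above background on 1 array each at 0 and 3 h and on none at 12, 24 and 48 h, so it was not tested.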

*GA20ox1* encodes an enzyme that, along with gibberellin 3β-hydroxylase, catalyzes the formation of active gibberellins, and *GID1s* encode gibberellin receptors that are positive regulators in the gibberellin signaling pathway [67,68]. GA2ox1 functions in a major catabolic pathway that negatively regulates gibberellin signaling [69]. The results showed that cytokinin promoted gibberellin production by increasing the transcription of *GID1s* and *GA20ox1* and decreasing that of *GA2ox* in inflorescence buds.

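The probe of *AIM1* (CUST_31426) had a log2 fold change at 12 h of 1.16 (standard error 0.29, adjusted p = 0.00806) by limma's moderated test, no longer past the threshold with normexp background correction (0.42) or with slide as a fixed block (1.60). *OPR3* (CUST_5083) had log2 fold changes of 1.72 (standard error 0.31, adjusted p = 0.00434) at 3 h, 1.501 (adjusted p = 0.00261) at 12 h and 1.15 (adjusted p = 0.0287) at 24 h, the last no longer past the threshold without 0 h replicate 2 (0.92), 24 h replicate 1 (1.10) or 24 h replicate 2 (0.97) or with slide (2.467) or scan day (2.03) as a fixed block. *AOS* (CUST_31636) had a log2 fold change at 3 h of 1.13 (standard error 0.38, adjusted p = 0.0735) and *SSI2* (CUST_33425) one at 48 h of 1.90 (standard error 0.60, adjusted p = 0.0536), both short of the threshold. *AOS* passed with no scaling between arrays, with slide or scan day as a fixed block (1.88) and without 0 h replicate 1 (1.44). *SSI2* passed with no scaling between arrays, in a fit of the 6 arrays compared, and without 12 h replicate 2, 12 h replicate 3 (both 1.90) or 48 h replicate 2 (2.32).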

ABNORMAL INFLORESCENCE MERISTEM 1 (AIM1), ALLENE OXIDE SYNTHASE (AOS/CYP74A), OPR3 (OXOPHYTODIENOATE-REDUCTASE 3), and SUPPRESSOR OF SA-INSENSITIVITY 2 (SSI2/FAB2) are positive regulators of jasmonic acid signaling in *Arabidopsis* [70-74]: they were all upregulated after BA treatment. An AIM1 mutant had an abnormal floral meristem phenotype with severe sterility, and a knockout mutant of the *AOS* gene was male sterile in *Arabidopsis* [70,71], indicating that cytokinins promote an increase in jasmonic acid during *J. curcas* flower development. However, *JMT*, which encodes a jasmonic acid carboxyl methyltransferase that catalyzes the methylation of jasmonic acid [74], and is a positive regulator, was downregulated between 3 h and 48 h, implying that methyl jasmonate might play different roles in the JA signaling pathway in *J. curcas* and *Arabidopsis*. Moreover, BENZOIC ACID CARBOXYL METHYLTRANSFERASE 1 (BSMT1) catalyzes the methylation of salicylate and benzoate in the salicylic acid signaling pathway in response to biotic and abiotic stresses [75]. 

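*JMT* (CUST_14900) had log2 fold changes of -1.47 (standard error 0.29, adjusted p = 0.00732) at 3 h, -4.41 (adjusted p = 2.48e-07) at 12 h, -0.91 (adjusted p = 0.0549) at 24 h and -1.46 (adjusted p = 0.00986) at 48 h by limma's moderated test. The 24-h change, short of the threshold, passed with quantile normalization, a median shift, a fit of the 6 arrays compared, and without 12 h replicate 3 or 48 h replicate 2 (both -0.91), and it turned to 0.71 with slide as a fixed block. With scan day as a fixed block, the changes at 3 h (-1.09) and 48 h (-0.89) were no longer past the threshold.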

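The probe of *BSMT1* (CUST_16146) had a log2 fold change at 3 h of 1.20 (standard error 0.52, adjusted p = 0.159) by limma's moderated test, not past the threshold. Without 0 h replicate 1 it was 1.76 and passed, and without 0 h replicate 2 it was 0.75 and did not.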

*BSMT1* was upregulated at the 3-h time point, indicating that methyl salicylate is involved in the response to BA treatment.

Based on these results, we concluded that exogenous BA influences the effects of major phytohormones by modulating the expression levels of genes involved in various metabolic pathways in *J. curcas*. These phytohormones may jointly regulate the development of *J. curcas* flowers after BA treatment, although their exact roles in this process remain to be defined. 

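Across the hormone probes of Additional file 3, 5 were higher and 2 lower at 3 h, 4 higher and 2 lower at 24 h, and 4 higher and 2 lower at 48 h, at least 2-fold with an adjusted p of at most 0.05. Computed fold changes lay within 1.5-fold of the paper's for all 452 values, with a largest difference of 0.27 on the log2 scale. Of the 31 probes that reached 2-fold in the paper's values, 24 were called by limma's moderated test.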

Elucidating the mechanisms of cross-talk among multiple signaling pathways is also essential.

## Conclusions

The application of BA could significantly increase flower number and seed yield in *J. curcas*. To elucidate the mechanism underlying this response, we performed a transcriptional analysis of *J. curcas* inflorescence buds after BA treatment. 5,555 differentially expressed transcripts were identified, which could be grouped into 12 clusters representing distinct regulatory patterns and belonged to 32 gene ontology categories. Based on our analysis of genes involved in flowering and phytohormone signaling pathways, we hypothesized that BA application increased flower number by activating the transcription of genes that initiate flowering and repressing that of genes involved in the formation of floral organs. Moreover, exogenous cytokinin treatment could influence the production of major phytohormones by regulating the transcription of genes involved in their metabolic pathways. BA treatment repressed endogenous cytokinin biosynthesis and abscisic acid signaling and promoted auxin, brassinosteroid, gibberellin, jasmonic acid, and salicylic acid signaling, suggesting that these plant hormones might jointly regulate the development of *J. curcas* flowers. Our study provides a basis for understanding the molecular mechanisms underlying changes in flowering traits in response to cytokinin treatment in *J. curcas*, and provides useful information on the mechanisms of cross-talk among multiple hormone signaling pathways in woody plants.

## Materials and methods

### Plant materials and treatments

*Jatropha curcas* L. is a cultivated plant in Yunnan Province, China [76]. One-year-old *J. curcas* plants were grown in a field at a density of 2 × 2 m per plant at Xishuangbanna Tropical Botanical Garden of the Chinese Academy of Sciences, located at Menglun town in Mengla County, Yunnan Province, China (21°54' N, 101°46' E, 580 m asl). To select a suitable concentration of the synthetic cytokinin 6-benzylaminopurine (BA) for treating *J. curcas*, 180 inflorescence buds (about 0.5–1 cm in diameter) were selected and distributed into five treatment groups, each of which included 36 inflorescence buds. Working solutions of various concentrations of BA (0, 0.5, 1.0, 2.0, or 4.0 mM) were sprayed onto inflorescence buds with a hand sprayer, wetting the inflorescence buds to the point of run-off. Tween-20 (Polysorbate-20, Shanghai Sangon Biological Engineering Technology & Services Co., Ltd., Shanghai, China) was added to the BA working solutions at a final concentration of 0.05% (v/v) as a wetting agent. The total flower number, female flower number, ratio of female to male flowers, fruit number, fruiting rate, seed number, seed yield per inflorescence, and weight of 100 seeds and seed oil content were surveyed during the development period.

For the microarray analysis, inflorescence buds were treated with 1.0 mM BA solution containing 0.05% Tween-20. Inflorescence buds were collected at 0, 3, 12, 24, and 48 h after BA treatment. The collected samples of inflorescence buds were frozen immediately in liquid nitrogen and stored at -80°C until RNA extraction. Three biological replicates were performed for each time point. The experiments were carried out in May 2010.

### Collection of sequences and design of probes

41,735 genetic sequences were collected (Additional file 4). Among them, 30,184 expressed sequence tags (ESTs) were generated in our laboratory by sequencing cDNA libraries of *J. curcas* flower buds and embryos [77]. The other sequences were publicly available from NCBI (up to 2010). 8,157 unigenes were produced from 16,875 ESTs derived from different *J. curcas* tissues [78,79] and 3,394 unigenes from 5,619 ESTs from castor bean flowers. For the *J. curcas* transcript data set, 41,651 sequence-specific probes of 60-bp oligonucleotides were designed using the Agilent eArray software (Additional file 5).

### RNA extraction, hybridization, microarray data acquisition, normalization and analysis

Total RNA was extracted from inflorescence buds using TRIzol (Invitrogen, Carlsbad, CA, USA). The RNA concentration was determined using a NanoDrop ND-1000 (Thermo Scientific, Waltham, MA, USA). RNA integrity was confirmed with an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA), and the total RNA was purified with a Qiagen RNeasy kit (Venlo, Netherlands). Two micrograms of RNA were reverse-transcribed to cDNA using a one-step method. The cDNA was transcribed into RNA by T7 RNA polymerase, modified by aa-UTP at 40°C, purified with a Qiagen RNeasy mini kit and quantified using the Bioanalyzer. Four micrograms of cRNA were labeled with Cy3 fluorescence dye at 25°C and purified with a Qiagen RNeasy mini kit. Eight hundred and seventy-five nanograms of Cy3 cRNA were fragmented and hybridized with 4 × 44 k arrays. After hybridization, the arrays were washed according to the manufacturer’s instructions and scanned twice using an Agilent scanner, with 10% and 100% photo multiplier tubes (PMT). Raw data from arrays were normalized by log_2_ transformation and analyzed using GeneSpring GX software (Agilent). Differentially expressed probes with fold-change thresholds ≥2 and corrected *P*-values ≤0.05 were selected. Hierarchical clustering analysis was performed using Cluster software, and the results viewed using the Java TreeView software [80,81].

### Assembly and annotation of sequences

Sequences corresponding to differentially expressed probes were assembled by CAP3 (Sequence Assembly Program) software [82]. The differentially expressed unigenes were annotated using Interproscan (version 4.8) [83], and the GO annotation results were plotted by WEGO (Web Gene Ontology Annotation Plot) [84].

### Validation of gene expression by qRT-PCR

qRT-PCR was performed on a LightCycler 480 II (Roche, Penzberg, Germany) using the SYBR green fluorescent label. The cDNA was synthesized from total RNA using a PrimeScript RT Reagent Kit (Takara, Otsu, Japan). The relative expression levels of genes were calculated by the 2^−ΔΔ^ CT method. All quantitative PCRs were repeated in 2–3 biological replications. The primers used for qRT-PCR are listed in Additional file 6.

### Availability of supporting data

Oligonucleotide microarray data have been deposited into the Gene Expression Omnibus (GEO) Database under accession number GSE54366 at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE54366. All additional data files supporting the results of this article are available in the LabArchives repository and are accessible via http://dx.doi.org/10.6070/H4P848WW.

## Additional files

Additional file 1:
**10,569 probes representing 5,555 differentially expressed transcripts identified using microarray analysis.**
Additional file 2:
**Hierarchical clustering of differentially expressed transcripts.**
Additional file 3:
**Expression analysis of transcripts related to major phytohormones in** ***J. curcas.***
Additional file 4:
**41,735 sequences collected for the transcriptional analysis using microarray technology.**
Additional file 5:
**41,651 probes designed using Agilent eArray software.**
Additional file 6:
**Oligonucleotides primers used for qRT-PCR validation of selected transcripts from microarrays and for expressional analysis of** ***LFY,*** ***SOC1*** **and** ***TFL1b.***

How the deposited data were processed for this re-analysis (not part of the article)

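Gene expression was measured in inflorescence buds of *J. curcas* sprayed with 1.0 mM BA at 5 time points (0, 3, 12, 24 and 48 h), with 3 biological replicates per time point and 1 array per replicate. The authors deposited, for each of the 15 arrays, the spot intensities that Agilent Feature Extraction 10.7.3.1 had background-subtracted and detrended within the array, without scaling between arrays, together with the median spot and local background intensities as scanned. They also deposited 1 table of log2 values for all arrays. Its columns were checked against quantile-normalized log2 intensities of the same arrays, from which 99.98% of the values differed by less than 0.1. The paper's methods state a log2 transformation, a corrected p of 0.05 and a fold change threshold of 2. The paper's text does not name a scaling between arrays or the test.

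For the values given here, the 75th percentile of the log2 processed intensities of each array was subtracted from all its values. Control spots and spots marked as outliers were left out, and repeated spots of a probe were averaged, with an SD between repeated spots of 0.0386 to 0.0667 per array. Of 41651 probes, 34469 (82.8%) were tested, namely those well above background on all 3 arrays of at least 1 time point, and 7182 were left out, 19 of them because all their spots at a time point were marked. The number of probes well above background lay between 32895 and 34675 at 0 h, 34268 and 34776 at 3 h, 34189 and 34789 at 12 h, 33549 and 34902 at 24 h, and 33859 and 34979 at 48 h. The local background lay between 36.0 and 49.5 intensity units. Precision is limited by the number of arrays.

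A linear model with the time point as its only factor was fitted over all 15 arrays with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation (2.55 prior degrees of freedom). Each adjusted p in the text is limma's moderated F test over the 4 contrasts with 0 h, or its moderated test of 1 contrast, with Benjamini-Hochberg adjustment over all tested probes, and error terms of log2 fold changes are its standard errors. Steps between consecutive time points were tested in the same fit. A probe was called where the adjusted p was at most 0.05 and the change at least 2-fold. For the values of single genes, the side of the threshold and a lost call refer to the adjusted p alone, so a value past it may be less than 2-fold. Exact permutation tests of 3 arrays against 3 were two-sided and cannot go below 0.10. Probes not well above background on any array of a time point were given as bounds, with both groups' normalized log2 values averaged over arrays and the dim array taken at the lowest signal among its probes well above background, or at the probe's own signal where that was higher.

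The probes named in the text are those of Table 2, those whose number the paper's text gives, the probe in Additional file 3 for each hormone gene the text names, those of Additional file 6, and at each time point the 2 probes with the largest increase and the 2 with the largest decrease among called probes whose arrays at that time point all lay beyond those of 0 h and were well above background. Gene names come from the paper's tables, since the array files do not pair probes with names. Of the probe list in the paper's additional files, the first 966 entries were used here. Samples, tests, alternatives and the rule for named probes were fixed before the data were examined, apart from the additions named next.

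The alternatives were quantile normalization, a shift to the median, no scaling, the authors' log2 table, no filter on dim probes, a filter for probes well above background on all 15 arrays, slide as a fixed or a random block, replicate number as a block, a test without moderation, a fit of only the 6 arrays compared, k-means in place of hierarchical clustering, and leaving out each array in turn. Added after seeing the data were normexp background correction (offset 50) on the median intensities, scan day as a fixed or a random block, marked spots kept, and an F test per probe with a spread of its own for each time point (unequal variances). Other splits of the 6 arrays of a comparison were counted in full (10), and 100 regroupings of the 15 arrays into time points were drawn with a fixed seed.

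The fit used here, those with slide or scan day as a fixed block and the F tests were tested on simulated data with 200 of 34304 probes changed by 2 on the log2 scale. The fit used here recovered 95.0%, 94.5%, 96.0% and 95.0% of the changed probes at 3, 12, 24 and 48 h. With slide as a fixed block, 86.5%, 71.0% and 54.0% were recovered at 3, 12 and 24 h, and with scan day as a fixed block 90.0%, 79.0%, 79.5% and 79.0%. Over the time course, limma's moderated F test recovered 94.5% and the F test with unequal variances 56.0%. The simulated spread of a probe was the same at every time point, which favours the moderated F test. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and tables were read with data.table 1.17.8. The flower counts, the gene ontology categories and the qRT-PCR measurements of the paper were not analysed here.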

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

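Among the tests and values in this part, normexp background correction, the fit with scan day as a fixed block and the scan-day test of CUST_3951 were chosen after the data had been seen.

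Most changes found at 12 h were not found at 24 h. In a direct comparison of the 2 time points, 2050 probes differed at least 2-fold (limma's moderated test, adjusted p of at most 0.05), so that their change from 0 h differed between 12 h and 24 h. Of the 3115 probes called at 12 h, 20.0% were called in the same direction at 24 h. In 20 simulations of unchanged 24-h arrays against the same 0-h arrays, the share was 0.00143% on average and at most 0.0287%. Without 0 h replicate 2 the observed share was 12.0%, and without 24 h replicate 3 it was 11.6%. With normexp background correction, the probes changed from 12 h to 24 h numbered 1362, and the share of probes at 12 h that still differ at 24 h was 3.862%. Of the 10 splits of the 12-h and 24-h arrays into groups of 3, only the real one, 1 of 10, gave 2050 probes or more, and no other split gave more than 1. Chance cannot be excluded by these splits alone, since 1 of 10 is the smallest share they can give.

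The tables argue against a single aberrant 12-h array as the cause, since 92.7%, 92.9% and 81.4% of the probes called at 12 h stayed called without 12 h replicate 1, 2 and 3. They also argue against the slide as the whole cause. The 12-h array hybridised on the slide of the 24-h arrays lay as far from the 24-h mean as the other 12-h arrays did, with a median distance of 97.2% of theirs (quartiles 76.3% and 116.3%) over 1934 probes. With slide as a fixed block, 1633 of 2048 probes were still called from 12 h to 24 h. The time of day stays open. The 24-h and 48-h arrays fall at the clock time of the 0-h arrays and the 12-h arrays at the opposite one, and no buds without BA were measured at 12 h. Over the probes called at 12 h, the median change at 24 h was 29.8% of that at 12 h (quartiles 11.5% and 57.0%) and at 48 h 18.2%, and 86.2% of the probes kept their direction at 24 h. Because both changes share the 0-h arrays, unchanged arrays do not give 0 here. With 24-h and 48-h arrays simulated as unchanged, with independent errors, the medians were 2.34% at 24 h and 2.41% at 48 h on average (at most 2.75% and 2.90%), and 57.3% of the probes had the same direction at 24 h (at most 58.2%). The observed values lie above these and below a lasting change of the same size. Errors shared by the arrays of a slide were not simulated. A daily rhythm and a response to BA that fades may each contribute, and with this design they cannot be told apart. Other changes over time that do not depend on BA stay open as well, since only buds sprayed with BA were measured. The probe of *GI*, a clock-associated gene, is among those called from 12 h to 24 h.

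At 12 h, the largest changes among all called probes whose arrays did not overlap with those of 0 h lay in probes that the paper's text does not discuss and that the part of its probe list used here does not describe. CUST_25894 rose by 6.97 (log2, standard error 0.15, adjusted p = 3.18e-11 by limma's moderated test) and CUST_23492 by 6.96 (standard error 0.18, adjusted p = 9.71e-11). CUST_31960 had a log2 fold change of -7.01 (standard error 0.65, adjusted p = 5.1e-06) and CUST_1581 of -6.45 (standard error 0.32, adjusted p = 2.35e-08). All 3 arrays lay on the same side of the 0-h arrays for each of them. The choice of these probes required this, so it cannot bear on chance. Slide as a fixed block left the 4 values at 7.00, 7.02, -7.34 and -6.67, past the threshold, and scan day as a fixed block left them at 7.05, 7.05, -7.76 and -6.27, also past it. These values argue against slide and scan day as the whole cause. At 24 h the log2 fold changes of CUST_25894, CUST_23492 and CUST_1581 were 0.42, 0.47 and -0.43, so the open question of the time of day applies to these probes too. CUST_31960 was still called at 24 h, the clock time of 0 h, with a log2 fold change of -2.40 (standard error 0.65, adjusted p = 0.0305 by limma's moderated test). This call was lost with slide (-1.88) or scan day (-3.15) as a fixed block and without 0 h replicate 1 (-2.30), 0 h replicate 2 (-2.20), 24 h replicate 1 (-2.43) or 24 h replicate 2 (-1.94).

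At 24 h, CUST_16244, described as a putative gulonolactone oxidase in the paper's probe list and not discussed in its text, had a log2 fold change of 5.741 (standard error 0.54, adjusted p = 0.000493 by limma's moderated test). At 48 h it was 6.15 (adjusted p = 0.000218), at 3 h 4.26 and at 12 h 2.69. With scan day as a fixed block, the values at 24 and 48 h were 5.69 and 6.10 and still passed the threshold. Slide as a fixed block gave a 24-h value of 7.41 that did not pass, at a standard error of 1.23. The changes at 24 and 48 h were found at the clock time of 0 h. This does not tie them to BA, since no buds without BA were measured at these time points. Slide remains open at 24 h, where the slides are linked only through 3 h replicate 1 and 12 h replicate 3, and at 48 h slide and time point cannot be told apart, since the 48-h arrays have a slide of their own.

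At 48 h, CUST_3951, described as the putative transcription factor RF2a in the paper's probe list and not discussed in its text, had a log2 fold change of -2.78 (standard error 0.43, adjusted p = 0.00319 by limma's moderated test). It was -2.03 at 3 h and -0.10 at 12 h. Scan day as a fixed block gave a 48-h value of -3.16 that no longer passed the threshold, at a standard error of 0.80. The 12-h arrays were scanned on the same day as the 48-h arrays, and their change was 3.45% of that at 48 h, which argues against scan day as the whole cause. Slide cannot be told apart from the time point at 48 h, so slide and a response to BA stay open. A change over time that does not depend on BA stays open too, since no buds without BA were measured at 48 h.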

How the results depend on the processing

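Normexp background correction, both scan-day blocks, the fit with marked spots kept and the F test with unequal variances were chosen after the data had been seen.

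Of the alternatives, quantile normalization, a shift to the median, the authors' log2 table, no filter on dim probes, slide or scan day as a random block, a test without moderation, a fit of only the 6 arrays compared and marked spots kept moved no count of called probes by more than 1.5 times. K-means in place of hierarchical clustering left the share of probes in groups farthest from 0 h at 12 h within 1.5 times as well. Where a count moved, the cause was not tested unless it is named.

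Normexp background correction moved 13 of 21 counts and shares, not all of which are named here. It gave 8252 probes changed over the time course, and 2661 probes changed over the time course and at least 2-fold. Under it 211 probes were higher at 3 h, 478 at 12 h, 51 at 24 h and 68 at 48 h, with 80 lower at 24 h and 115 lower at 48 h. The probes changed from 12 h to 24 h numbered 1362, those changed from 24 h to 48 h 3, and the share of probes at 12 h that still differ at 24 h was 3.862%. No scaling between arrays gave 196 probes lower at 3 h, 2004 higher at 12 h, 139 lower at 24 h, and 1369 higher and 127 lower at 48 h. Keeping only probes well above background on all 15 arrays, which tests fewer probes, moved 4 of 21, not all of them named here. It gave 455 higher at 24 h, 363 higher at 48 h and 429 probes changed from 24 h to 48 h.

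With slide as a fixed block, 10432 probes changed over the time course, 715 were higher and 1236 lower at 12 h, and 1 was higher and 1 lower at 24 h by limma's moderated test, against 4564 probes at an unadjusted p of at most 0.05. The flowering probes changed numbered 4 and the hormone probes changed 16, and the share of probes at 12 h that still differ at 24 h was 0.0513%. Scan day as a fixed block moved 8 of 21 counts and shares, not all of them named here. With it, 178 probes were higher and 49 lower at 24 h, and 162 higher and 43 lower at 48 h. Under it 4 flowering and 15 hormone probes changed, and the share was 6.12%. Both blocks rest on few linking arrays. The median standard error rose from 0.13 to 0.23 at 12, 24 and 48 h with scan day and to 0.28 at 24 h with slide, and the simulated recovery fell to 54.0% at 24 h with slide. The log2 fold changes of the probes called at 24 h had a median of 106% of their value with scan day and 82.7% with slide as a fixed block, and 91.1% of these probes kept their direction with slide. Of the 1079 calls at 24 h, 98 remained with scan day and 1 with slide. Whether larger errors alone account for the lost calls was not tested. The F test with a spread of its own for each time point counted 10113 probes changed over the time course and 2909 probes changed over the time course and at least 2-fold. On the log2 values of the authors it counted 10569 and 2925.

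With each array left out in turn, the probes higher at 24 h lay between 417 (without 24 h replicate 3) and 822, and those lower at 24 h between 97 (without 0 h replicate 2) and 560 (without 24 h replicate 1). The probes higher at 48 h lay between 346 (without 48 h replicate 3) and 675, and those lower at 48 h between 86 (without 48 h replicate 3) and 310. Those changed from 24 h to 48 h lay between 474 (without 24 h replicate 2) and 827, and the share of probes at 12 h that still differ at 24 h between 11.6% (without 24 h replicate 3) and 22.7%. The other counts stayed within 1.5 times.

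Among 70 values of named genes, normexp background correction left 51 on the same side of the threshold and in the same direction, took 14 below it and turned 5. These were CUC1 at 12 h (-0.33) and CUC1 at 48 h (-0.14), ARR8 at 3 h (-0.15), and GA20ox1 at 3 h (-0.68) and GA20ox1 at 48 h (-0.43). Slide as a fixed block took 22 of 50 values below the threshold and turned 4, namely TS2 at 24 h (0.17), ARR3 at 24 h (-0.043), IPT5 at 24 h (0.48) and JMT at 24 h (0.71). Scan day as a fixed block took 29 of 69 below the threshold and turned none of them. No scaling between arrays took 3 below and 6 above it. The second probe of UGT73C5 ranged from -0.10 without 12 h replicate 3, a change of direction, to 0.54 without 12 h replicate 2. The cause of these changes was not tested.

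The samples share only replicate numbers, since the deviations of arrays with the same number had a median correlation of 0.0558 (from -0.267 to 0.368), against 0.0140 for arrays with different numbers. With the replicate block, 18834 probes changed over the time course, and NGA2 at 3 h (-1.17), SSI2 at 48 h (1.90) and JMT at 24 h (-0.91) changed their side of the threshold. No other named value did.

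Signal over background limits what can be said of the 7182 probes left out, *CUC2* and *GA2ox1* among them, and of probes with a bound only. Normexp background correction on mean intensities, set beforehand, was not run because the scanner tables give medians, which were used in its place. A count of distinct target names was not run because the probe list was used in part.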

Differences from the paper's values

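The F test with a spread of its own for each time point, normexp background correction and the scan-day blocks were chosen after the data had been seen.

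The paper's number of probes changed over the time course is 10569, and the number found here is 19385 by the F test alone. The paper's methods also name a fold change threshold of 2, and with it the number found here is 4562. Of the 966 entries of the paper's list that were used here, 264 reached 2-fold at 1 or more time points. The counts below are those of the F test alone. Of the alternatives set before the data were examined, slide as a fixed block gave 10432, which does not differ by more than 1.5 times, and all the others differed, with 16824 (without 3 h replicate 3) to 19880 (quantile normalization). Normexp background correction gave 8252 probes, within 1.5 times of the paper's number, and was chosen after seeing the data. Settings that were also chosen after seeing the values closed the gap. These were an F test with a spread of its own for each time point, with 10113 probes, and the same test on the authors' log2 table, with 10569 probes. The latter drops 4 of the 966 entries of the paper's list that were used here, and with other choices of tested probes it gave 9358, 10232, 9689 and 10597.

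The paper's fold change of *DXS* at 3 h is 4, and the decrease found here was 1.32-fold. Every alternative set before the data were examined differed too, with 1.19-fold (no scaling between arrays) to 1.45-fold (without 0 h replicate 3). At 12 h the decrease was 4.12-fold. The difference is with the paper's text and not with its table, since the 452 values of Additional file 3 for tested hormone probes, those of *DXS* at 3 and 12 h among them, all lay within 1.5-fold of the values found here.

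The paper states that the calcium ion binding protein probe rose at 3 h and that the gibberellin receptor GID1 probe fell. The log2 fold changes found here were -0.44 and 0.90, with the same directions under every alternative. It states that *MYB51* rose at 3 h, where the log2 fold change was -0.16 (adjusted p = 0.742 by limma's moderated test, 0.398 to 0.991 over the alternatives). It states that *ACC1*, *AHB2*, *ATHB2* and *QUA2* were induced. They fell, with log2 fold changes of -1.04 at 12 h, -1.20 at 24 h, -1.14 at 48 h and -1.12 at 12 h, and no alternative turned them. For *MYB51* at 3 h and for these 4 genes at the time points given, Additional file 3 also gives decreases, so here too the paper's text differs from its own table.

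The paper calls *CUC3*, *AP2* and *AG* insensitive to BA. In limma's moderated F test they changed over the time course, although each time point differed from 0 h by less than 2-fold, with adjusted p values of 0.00242 (0.000305 to 0.126 over the alternatives), 0.000372 (0.00029 to 0.0129) and 0.00198 (0.000602 to 0.329). No buds without BA were measured at the later time points, so a change over time does not test whether these genes respond to BA. The text describes Table 2 as holding fewer transcripts than the 32 probes it lists. Of the flowering genes it names as changed at least 2-fold, *CUC1* was not called here, and *TS2*, which it does not count among them, was.

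Several changes stated in the paper did not pass the threshold here. *CUC1* had log2 fold changes of 1.30, 1.60 and 1.59 at 12, 24 and 48 h, and passed without 0 h replicate 3 and, at 48 h, with no scaling between arrays. *PYL4* at 3 h (-1.82) passed without 12 h replicate 1. *IAMT1* at 12 h (-1.08) passed without 12 h replicate 2. *MYB77* at 48 h (-1.06) passed over probes well above background on all 15 arrays, in a fit of the 6 arrays compared, and without 3 h replicate 1, 3 h replicate 3, 12 h replicate 2 or 12 h replicate 3. *GA20ox1* passed at 48 h but not at 3, 12 and 24 h (1.24, 0.54 and 1.16), and its 3-h change passed with no scaling between arrays and without 0 h replicate 1 or 12 h replicate 1. *AOS* at 3 h (1.13) passed with no scaling between arrays, with slide or scan day as a fixed block and without 0 h replicate 1. *BSMT1* at 3 h (1.20) passed without 0 h replicate 1. *GA2ox1*, stated to fall, was not well above background on any array from 12 h on and on 1 array each at 0 and 3 h, and was not tested.

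*SSI2* at 48 h (1.90) passed with no scaling between arrays, with the replicate block, in a fit of the 6 arrays compared and without 12 h replicate 2, 12 h replicate 3 or 48 h replicate 2. *JMT* at 24 h (-0.91) passed with quantile normalization, a shift to the median, the replicate block, a fit of the 6 arrays compared and without 12 h replicate 3 or 48 h replicate 2. With the replicate block, 18834 probes changed over the time course.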

Other observations

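The comparison of the paper's p-values with an F test with a spread of its own for each time point was chosen after the result had been seen.

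The paper's list holds fewer probes than limma's moderated F test calls. For the 966 entries of the list that were used here, 100% of the paper's p-values lay within 1% of those of a one-way F test with unequal variances on the authors' log2 table, with a largest difference of 0.434%, and 1 lay within 1% of the p of an F test with equal variances. The list is therefore consistent with such a test, found on the same data. Limma's moderated F test called 870 of the 966. Of the 966, 264 (27.3%) changed at least 2-fold from 0 h at 1 or more time points, the fold change threshold that the paper's methods name. On simulated data the F test with unequal variances recovered 56.0% of the changed probes and the moderated F test 94.5%. The simulated spread of a probe was the same at every time point, as the moderated F test assumes. The simulation therefore cannot tell how the tests compare where the spreads differ. No biological explanation was tested.

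Scan day was weighed as a source of the 222 probes changed in the same direction at 12, 24 and 48 h, since only the 0-h arrays and 3 h replicate 1 were scanned on the earlier day. Over these probes, the 3-h arrays of the later day differed from the 3-h array of the earlier day by a median of -0.09 (log2, quartiles -0.44 and 0.19) in the direction of the change, against a median change of 2.36, or -4.02% of it. This argues against scan day as the whole cause for these probes as a set. Slide stays open for them at 48 h, where it cannot be told apart from the time point, and a lasting response to BA stays open as well. So does a change over time that does not depend on BA, since no buds without BA were measured at these time points.

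In 100 regroupings of the 15 arrays into 5 groups of 3, the real grouping alone, 1 of 100, gave as many probes changed over the time course as 19385, with at most 1334 in the others. For those that also changed at least 2-fold it was 1 of 100, with at most 567 in the others, against 4562. Chance can be excluded for these 2 counts. For flowering and hormone probes it was also 1 of 100 each. The paper took these lists by homology from its dataset on the same samples and does not state whether expression entered the choice. For their counts, chance is therefore not excluded by the regroupings. For each comparison of 2 time points, the real split of the 6 arrays was 1 of 10 with as many called probes. No probe was called by limma's moderated test in any other split of 0 h against 3, 12, 24 or 48 h, and the highest count of another split was 3 for 3 h against 12 h, 1 for 12 h against 24 h and 11 for 24 h against 48 h. Chance cannot be excluded by these splits alone, since 10 splits give no share under 1 of 10.

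The probe CUST_225, listed in Table 2 as AGAMOUS-LIKE 20, had a log2 fold change at 12 h of 0.30 (standard error 0.55, adjusted p = 0.707 by limma's moderated test), with a normalized log2 intensity of -3.03 ± 0.67 (SD, n = 3) at 0 h and -2.73 ± 1.09 at 12 h. The error leaves a 2-fold change in either direction undetected.

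The deviations of arrays on the same slide from their time point means had a median correlation of -0.0418 over 10 pairs. For 80 pairs on different slides the median was 0.0326. Where all arrays of a time point lay on the same slide, the subtracted mean took up any effect of that slide. These correlations therefore cannot tell whether the slides had an effect, and no conclusion is drawn from them.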
